# Therapeutic Potential of a Small-Molecule STAT3 Inhibitor in a Mouse Model of Colitis

**DOI:** 10.3390/cancers15112977

**Published:** 2023-05-30

**Authors:** Prema Robinson, Kelsey Montoya, Emily Magness, Emma Rodriguez, Viviana Villalobos, Nikita Engineer, Peng Yang, Uddalak Bharadwaj, Thomas Kris Eckols, David John Tweardy

**Keywords:** STAT3, inflammatory bowel disease, ulcerative colitis, small molecule targeting

## Abstract

**Simple Summary:**

We used the dextran sodium sulfate (DSS) murine model of colitis, which is widely used in preclinical studies, to determine the contribution of STAT3 to IBD. STAT3 has two isoforms: (STAT3α; which has pro-inflammatory and anti-apoptotic functions, and STAT3β; which attenuates the effects of STAT3α). In the current study, we determined the contribution of STAT3 to IBD across all tissues by examining DSS-induced colitis in mice that express only STAT3α and in mice treated with TTI-101, a direct small-molecule inhibitor of both isoforms of STAT3. We demonstrated that DSS-induced colitis is more severe in mice that express only STAT3α compared to wild-type mice and that administration of TTI-101 completely prevented DSS-induced colitis as well as reversed upregulation of CRC-associated genes.

**Abstract:**

Background and Aims: Inflammatory bowel disease (IBD) predisposes to colorectal cancer (CRC). In the current studies, we used the dextran sodium sulfate (DSS) murine model of colitis, which is widely used in preclinical studies, to determine the contribution of STAT3 to IBD. STAT3 has two isoforms: (STAT3 α; which has pro-inflammatory and anti-apoptotic functions, and STAT3β; which attenuates the effects of STAT3α). In the current study, we determined the contribution of STAT3 to IBD across all tissues by examining DSS-induced colitis in mice that express only STAT3α and in mice treated with TTI-101, a direct small-molecule inhibitor of both isoforms of STAT3. Methods: We examined mortality, weight loss, rectal bleeding, diarrhea, colon shortening, apoptosis of colonic CD4+ T-cells, and colon infiltration with IL-17-producing cells following 7-day administration of DSS (5%) to transgenic STAT3α knock-in (STAT3β-deficient; ΔβΔβ) mice and wild-type (WT) littermate cage control mice. We also examined the effect of TTI-101 on these endpoints in DSS-induced colitis in WT mice. Results: Each of the clinical manifestations of DSS-induced colitis examined was exacerbated in ΔβΔβ transgenic versus cage-control WT mice. Importantly, TTI-101 treatment of DSS-administered WT mice led to complete attenuation of each of the clinical manifestations and also led to increased apoptosis of colonic CD4+ T cells, reduced colon infiltration with IL-17-producing cells, and down-modulation of colon mRNA levels of STAT3-upregulated genes involved in inflammation, apoptosis resistance, and colorectal cancer metastases. Conclusions: Thus, small-molecule targeting of STAT3 may be of benefit in treating IBD and preventing IBD-associated colorectal cancer.

## 1. Introduction

Inflammatory bowel disease (IBD) causes chronic and debilitating gastrointestinal morbidity and can be life-threatening [1,2,3]. IBD also leads to a risk of colorectal cancer (CRC) that is up to 30-fold higher than that of the general population [4,5]. In addition, CRC in patients with IBD is more advanced at diagnosis and has a higher mortality rate compared to CRC in patients without IBD [6].

The etiology of IBD has not been established; however, several genes, including STAT3 have been demonstrated as risk factors in genome-wide association studies [7]. STAT3 in three cell lineages—myeloid cells, enterocytes, and T cells—has been found to contribute to colitis in mice and humans [8,9,10,11,12,13,14], but in contrasting ways. Chronic colitis due to increased Th1 cells and decreased IL-10 responses is known to result in mice that have STAT3 genetically deleted in myeloid cells (neutrophils and macrophages) [15]. Futhermore enhanced susceptibility to experimental colitis has also known to occur in mice that have STAT3 genetically deleted in enterocytes [15]. The above studies indicate that STAT3 in myeloid cells and enterocytes protects against colitis. In contrast, STAT3 activation in CD4+ T cells leads to the prevention of apoptosis of pathogenic CD4+ T cells with the ensuing manifestation of chronic intestinal inflammation [15,16,17], suggesting that STAT3 activation in CD4+ T cells promotes colitis. Uncertainty remains, however, regarding which cellular compartment(s) STAT3 is most critical for IBD development and whether STAT3 in aggregate across all cells promotes or prevents IBD. The two isoforms of STAT3; α (p92) and β (p83), are expressed in most cells in a 4:1 ratio (α:β) [18,19]. The distinct contributions of each isoform, as well as STAT3 itself, to embryonic development, inflammation, and apoptosis [20,21,22] have been demonstrated in mice that are deficient in one or both isoforms [20,22]. In particular, STAT3α is pro-inflammatory and has anti-apoptotic effects, while STAT3β attenuates STAT3α’s pro-inflammatory and anti-apoptotic effects. In this study, we induced colitis using DSS, a heparin-like polysaccharide dissolved and administered in drinking water. The DSS-induced colitis model is widely used to model IBD in mice [23] and is known to induce colonic epithelial damage, thereby mimicking some of the features of IBD. We examined the contribution of STAT3 across all cell compartments in the dextran sodium sulfate (DSS) model of colitis [23] by modulating levels of STAT3 activity both genetically and pharmacologically. We demonstrated that DSS-induced colitis is more severe in mice that express only STAT3α compared to wild-type mice and that administration of a selective, small-molecule inhibitor of STAT3, TTI-101, completely prevented DSS-induced colitis as well as reversed upregulation of CRC-associated genes. These studies indicate that small-molecule targeting of STAT3 may be of benefit in the treatment of colitis and suggest its potential for use in patients refractory to current therapies as well as in the prevention of colitis-associated colorectal cancer.

## 2. Materials and Methods

### 2.1. DSS-Induced Colitis Models

Experimental colitis was induced by administration of 5% DSS in drinking water for 7 days to 8-week-old STAT3α knock-in/STAT3β-deficient (ΔβΔβ) mice (kind courtesy of Dr. Valerie Poli, Department of Genetics, Biology, and Biochemistry, University of Turin, Italy [24]) and cage-control, wild-type (WT) mice (both BALB/c background) as described previously [25]. Controls consisted of ΔβΔβ and cage control WT mice (both BALB/c background) administered plain drinking water. In the second set of experiments; 8-week-old WT BALB/c mice procured from Jackson Laboratories (Bar Harbor, ME, USA) were administered 5% DSS in drinking water for 7 days and treated with TTI-101 (100 mg/kg body weight in DMSO (100 μL), intraperitoneally (IP) daily for 7 days, or without TTI-101 [DMSO (100 μL) IP daily for 7 days]. We used TTI-101 at 100 mg/kg IP, as this was determined in previous studies to be the maximum tolerated dose [26]. Controls consisted of mice administered plain drinking water with and without TTI-101 treatment. TTI-101 is a small-molecule inhibitor of STAT3 provided by Tvardi Therapeutics, Inc. and used as described previously [25,26,27,28,29,30,31,32,33,34,35,36]. In both sets of experiments, rectal bleeding, and diarrhea were scored on a scale of 0 to 3. On day 7, mice were euthanized by an overdose of anesthesia followed by cervical dislocation; colons were harvested and the lengths were measured. Experiments examining DSS-induced colitis in ΔβΔβ vs. WT mice and in TTI-101-treated vs. vehicle-treated mice were each performed twice. Flash-frozen colons were used for RNA isolation and microarray analyses and for measurement of p-Y STAT3 by the Luminex assay, while 10% formalin-fixed, paraffin-embedded colons were sectioned, stained with hematoxylin and eosin (H&E), and used to determine the inflammation score. Inflammation was graded on the H&E-stained sections on a scale of 0–3 as follows: 0 = no inflammatory cells detected in the section; inflammatory cells comprising 1 = <10% of the section; 2 = inflammatory cells comprising 10–25% of the section; and 3 = inflammatory cells comprising > 25% of the section. The formalin-fixed paraffin-embedded colon sections were also used for IHC and TUNEL analyses, as detailed below.

### 2.2. Immunohistochemical and TUNEL Analysis

Immunohistochemistry (IHC): Briefly, formalin-fixed paraffin-embedded colon sections were deparaffinized using three 10-min incubations with xylene with periodic shaking, followed by one 10-min incubation each with 100%, 90%, and 80%, and 70% ethanol. The slides were then washed twice with 1XPBS (5 min each wash) and then treated with 3.0% hydrogen peroxide (prepared in water) for 5 min at room temperature in order to quench peroxidase. The slides were then immediately washed twice (10 min each wash) with 1XPBS and then incubated with polyclonal rabbit antibodies against CD4 or IL-17A (cat #BS 0647-R and BS 1183-R, Bioss, Woburn, MA, USA) at dilutions of 1/250 and 1/1000, respectively, and developed using the automated bond polymer refine detection kit (cat #DS 9800, Leica Biosystems, Buffalo Grove, IL, USA). Adjacent sections stained with polyclonal control rabbit antibodies were included as controls.

### 2.3. Tunel Assay

In order to determine apoptotic cells, the TUNEL assay was performed using the ApopTag Plus Peroxidase In Situ Apoptosis Detection Kit (EMD Millipore, Billerica, MA, USA). according to the manufacturer’s instructions. Briefly, formalin-fixed paraffin-embedded colon sections were deparaffinized and then treated with 3.0% hydrogen peroxide as above. The slides were then treated with equilibration buffer for 1 min, followed by draining of the equilibration buffer and treatment of each section with terminal deoxynucleotidyl transferase enzyme for 1 h at 37 °C. The enzyme treatment was stopped by treatment with stop-wash buffer, followed by washing three times with 1XPBS (1 min per wash). The sections were then treated with antidigoxigenin conjugate for 30 min, followed by 1 min of washing with 1XPBS and treatment with peroxidase substrate for 3–5 min. The sections were washed three times with distilled water (1 min per wash), counterstained with hematoxylin, mounted, and viewed under a light microscope. in order to determine the percentage of CD4+ cells undergoing apoptosis. Five randomly chosen high-power fields (400×) were used to count 500–1000 CD4+ stained cells that were TUNEL positive. The data are presented as a percentage of positive cells ± SEM for each group.

### 2.4. Luminex Assay and IHC for Measurement of Y705-Phosphorylated (p)-STAT3 and Total-STAT3

Millipore (Milliplex) Luminex bead-based assay kits were used to determine levels of pY-STAT3 and total-STAT3 on portions of snap-frozen colons. Protein levels of total STAT3 and pY-STAT3 were normalized to total protein levels quantitated using the Bradford method (cat #500-0006, Bio-Rad, Hercules, CA, USA). For pY-STAT3 IHC, sections of FFPE colon blocks were de-waxed, subjected to antigen recapture, and incubated with a primary rabbit monoclonal antibody against pY-STAT3 [Cat no. Phospho-Stat3 (Tyr705) (D3A7) XP^®^ Rabbit mAb #9145, Cell Signaling Technology, Beverly, MA, USA; dilution of 1/200 was used]. Slides were evaluated by light microscopy for the percent of pY-STAT3 staining nuclei separately within epithelial cells and within surrounding stromal/inflammatory cells in a blinded fashion.

### 2.5. RNA Isolation and mRNA Expression Analysis

Total RNA was isolated from portions of the snap-frozen colon by homogenization in QIAzol lysis reagent (Qiagen, Hilden, Germany) using a Tissue Lyser LT (Cat No./ID: 69980, Qiagen) to disrupt the tissue. The quality and quantity of the RNA were assessed by gel electrophoresis and a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Synthesis, labeling, and hybridization of cDNA were performed on the Affymetrix platform at the MD Anderson Sequencing and Microarray Facility with RNA from 3–5 mice from each group following Affymetrix’s recommended protocols and the GeneChip mouse exon 1.0 ST array (Affymetrix, Santa Clara, CA, USA). The software used was Transcriptome Analysis Console 4.0, which normalizes and applies the log2 function to array signals using a robust multiarray averaging (RMA) algorithm. Differentially expressed transcripts between different groups were determined by a fold change in absolute value equal to or greater than 1.1 and a *p*-value obtained from the eBayes analysis less than 0.05. To support the visual exploration of data, a heatmap was generated in R (version 3.4.1; http:///www.r-project.org/; accessed 12 April 2018. The array data has been uploaded onto the NCBI GEO database with accession number GSE117355.

### 2.6. Statistical Analyses

Unless indicated otherwise, the data presented are the mean ± SEM for each group. Statistical analyses were performed with GraphPad Prism 7.03. The statistical differences between groups were determined using the Mann-Whitney test or Kruska-Wallis test when the data determined by the Kolmogorov-Smirnov test or the Shapiro-Wilk test did not follow a normal distribution. All other analyses were performed using the one-way ANOVA, followed by a pairwise comparison using Tukey’s post-hoc test. Survival data was analyzed using Kaplan-Meier analysis. Significance was set at *p* ≤ 0.05.

## 3. Results

### 3.1. Effect of STAT3β Deletion on DSS-Induced Colitis in Mice

STAT3α is pro-inflammatory and has anti-apoptotic effects, while STAT3β attenuates STAT3α’s pro-inflammatory and anti-apoptotic effects. We determined the pathogenesis of DSS-colitis in transgenic STAT3α knock-in/STAT3β-deficient (Δ^β^Δ^β^) mice which have STAT3β deleted and hence have resultant unopposed pro-inflammatory and anti-apoptotic actions of STAT3α in all tissues. We hence determined the severity of DSS-colitis in the transgenic versus wild-type littermate cage control (+/+) mice. We administered DSS (5%) in their drinking water for 7 days and then examined various manifestations such as mortality, weight loss, rectal bleeding, diarrhea, colon shortening, and apoptosis of CD4+ T-cells (Figure 1). We determined that the severity of DSS-colitis in the transgenic ΔβΔβ mice was more exacerbated compared to wild-type littermate cage control (+/+) mice; (A) mortality in DSS, ΔβΔβ mice vs. DSS +/+ mice (36% vs. 0%; Figure 1A; *p* ≤ 0.05, Kaplan-Meier analysis; n = 9–22), (B) weight loss in DSS, ΔβΔβ mice (detected on days 5, 6, and 7; Figure 1B; *p* ≤ 0.05, ANOVA followed by pair-wise comparison with Tukey’s test), while +/+ mice did not manifest with weight loss (*p* > 0.05, ANOVA followed by pair-wise comparison with Tukey’s test, n = 9–22), (C) rectal-bleeding scores in DSS, ΔβΔβ mice was significantly higher vs. DSS +/+ mice (2.57 ± 0.14 vs. 1.67 ± 0.21; Figure 1C; *p* ≤ 0.05, Mann Whitney Test, n = 6–13), (D) diarrheal-scores in DSS, ΔβΔβ mice, also was significantly higher vs. DSS +/+ mice (4.0 ± 0.25 vs. 3 ± 0.25; Figure 1D; *p* ≤ 0.05, Mann Whitney Test, n = 6–11). These more severe clinical manifestations of DSS-induced colitis in ΔβΔβ mice were accompanied by a more pronounced shortening of their colons, which were 22% shorter in DSS ΔβΔβ mice compared to DSS +/+ mice (4.3 ± 0.19 cm vs. 5.54 ± 0.25 cm; Figure 1E,F; *p* ≤ 0.05, ANOVA followed by pair-wise comparison with Tukey’s test, n = 6–13).

While apoptosis in each of the three cell lineages shown to contribute to DSS-induced colitis—myeloid cells, enterocytes, and CD4+ T cells—might be expected to be reduced in ΔβΔβ mice vs. +/+ mice, reduced apoptosis only within pathogenic CD4+ T cells would be consistent with worsening of DSS-induced colitis as we observed in ΔβΔβ mice. To determine if this was the case, we assessed the percentage of apoptosing CD4+ cells (Figure 2A–D). The percent of apoptosing CD4+ cells was significantly decreased (by 38%) in the colons of DSS ΔβΔβ mice vs. DSS +/+ mice (23.1% ± 1.3% vs. 33.7% ± 2.5%; Figure 2E; *p* ≤ 0.05, Mann-Whitney test, n = 3–4). These results implicate that the exacerbation of DSS-induced colitis in ΔβΔβ mice may be due, in part, to decreased apoptosis/improved survival of CD4+ T cells. This further suggests that the contribution of unopposed STAT3α to DSS-induced colitis in CD4+ cells supersedes its contribution in myeloid and/or epithelial cells.

### 3.2. Effects of TTI-101 Treatment on DSS-Induced Colitis

We next studied the contribution of STAT3 to DSS-colitis by pharmacological modulation using a small-molecule inhibitor of STAT3 identified by our group and being developed by Tvardi Therapeutic, Inc. TTI-101 targets the Src-homology (SH) 2 domain of STAT3 [26,36,37] and was shown to target STAT3 in mouse models of inflammation, fibrosis and cancer [26,27,28,29,30,31,32,33,34,35,36]. We previously performed extensive pre-clinical evaluations of TTI-101 looking for off-target and on-target adverse effects, which revealed a high degree of specificity of TTI-101 for STAT3 [26,27]. In addition, pharmacotoxicology studies in rats, dogs, and monkeys revealed no clinical or organ-specific toxicity, which enabled its use in Phase I studies in cancer patients and patients with idiopathic pulmonary fibrosis that have advanced to multiple Phase II studies. Using Luminex assays, we confirmed a previous report [11] that levels of total STAT3 and pY-STAT3 were increased in the colons of mice administered DSS (Figure 3A; *p* ≤ 0.05, ANOVA followed by Tukey’s post-hoc test, n = 3–6) and (Figure 3B; *p* ≤ 0.05, ANOVA followed by Tukey’s post-hoc test; n = 3–6). Treatment with TTI-101 reduced total STAT3 by 81% and pY-STAT3 by 64% compared to that in control-treated DSS mice, thereby normalizing the levels of both (Figure 3A,B; *p* ≤ 0.05 for both, ANOVA followed by Tukey’s post-hoc test, n = 3–6). To confirm and extend these results, we performed pY-STAT3 IHC staining of colon sections (Figure 3C–H). Colons from mice that received DSS-containing water demonstrated increased numbers of epithelial and stromal cells with pY-STAT3-positive nuclei cells compared to colons from mice given plain water (*p* ≤ 0.05 for both, Kruska-Wallis test; n = 2–5). TTI-101 treatment reduced pY-STAT3-positive nuclei in mice given DSS-containing water in epithelial cells (*p* ≤ 0.05, Kruska Wallis test; n = 2–5) and in stromal cells (*p* ≤ 0.05, Kruska Wallis test; n = 2–5) to levels identical to mice given plain water.

The administration of TTI-101 to mice administered DSS also: (1) normalized scores for rectal bleeding and diarrhea (Figure 4A,B; *p* ≤ 0.05 for both, Mann-Whitney test; n = 9–12); (2) nearly normalized colon length (Figure 4C,D; *p* ≤ 0.05, ANOVA with Tukey’s post-hoc test; n = 9–12); and (3) reduced colonic inflammation to levels indistinguishable from controls (Figure 4E; *p* ≤ 0.05, Mann-Whitney test; n = 3–7).

We also determined that TTI-101 treatment increased the percentage of apoptotic CD4+ T-cells in response to DSS compared to untreated mice (89.1% ± 7.4% vs. 37.1% ± 6.9%; Figure 5; *p* ≤ 0.05, Mann-Whitney test, n = 2–4).

In addition to being implicated in colitis [7], CD4+Th17 cells have been shown to depend on STAT3 for their normal development [38]. To determine the effects of TTI-101 treatment on the number of IL-17-producing cells in DSS-colitis, we determined levels of IL-17-positive cells in DSS mice that were treated without or with TTI-101 treatment. DSS administration significantly increased the number of colonic IL-17-positive cells compared to mice given plain water (66.64 ± 12.25 vs. 0.75 ± 0.25; Figure 6; *p* ≤ 0.05, Mann-Whitney test, n = 2–5). TTI-101 treatment decreased the number of colonic IL-17-positive cells (22 ± 4) by 78% (Figure 6; *p* ≤ 0.05; Mann-Whitney test; n = 2–5).

### 3.3. Effects of TTI-101 Treatment on Colon mRNA Levels

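RNA from the colons of 12 mice was measured on Affymetrix whole-transcript arrays, with 1 array per mouse. The no DSS group had 5 mice on plain water. The DSS group had 4 mice given 5% dextran sulfate sodium, a polymer that injures the colonic epithelium, for 7 days together with injections of the solvent DMSO. The DSS + TTI-101 group had 3 mice given DSS and daily injections of TTI-101 at 100 mg/kg. All mice were 8 weeks old.
The authors processed the arrays in Transcriptome Analysis Console 4.0 and deposited log2 signal values after robust multiarray averaging (RMA), a procedure of background correction, normalization between arrays and summary of the probes of each transcript cluster. The deposited table holds 65956 transcript clusters, of which 30604 carry exactly 1 gene symbol. The cluster with the highest mean signal was taken for each gene, which left 30142 genes, and no filter on signal was applied. The 3 groups were compared in one linear model (limma, two-sided moderated test). A gene passed the test at an adjusted p (Benjamini-Hochberg) of at most 0.1, a p of at most 0.05 and a fold change of at least 1.1. Genes of cell types and pathways were grouped in 31 lists, and the shift of each list was tested with camera at a preset correlation of 0.01 between its genes. A list was called at an adjusted p of at most 0.05.
The median log2 signal of an array over all transcript clusters was 2.74 to 2.95 (median 2.81) in no DSS, 2.84 to 3.11 (median 2.98) in DSS and 2.68 to 2.72 (median 2.71) in DSS + TTI-101. Most genes were dim, with 83.2% at a mean log2 signal of at most 5. The arrays also differed in how low the dimmest genes read. The 1752 chemosensory receptor genes, which encode olfactory, vomeronasal and bitter taste receptors, had a mean log2 signal of 2.01 ± 0.12 (SD, n = 5) in no DSS, 2.25 ± 0.18 (SD, n = 4) in DSS and 1.81 ± 0.020 (SD, n = 3) in DSS + TTI-101. In two-sided exact permutation tests, p was 0.0556 for DSS vs no DSS, 0.0286 for DSS + TTI-101 vs DSS (the smallest that 3 mice against 4 allow) and 0.0357 for DSS + TTI-101 vs no DSS. The SD of the log2 signal over all genes ran the other way, at 1.66 ± 0.058, 1.5 ± 0.12 and 1.82 ± 0.027 in the same order (exact permutation p = 0.0317, 0.0571 and 0.0179). Adjusted over these 6 tests, p was 0.0536 to 0.0571. As set before the data were examined, the comparisons were also run with the values normalized again by cyclic loess. They were run as well with the chemosensory receptor mean of each array as a covariate in the fit.
The number of arrays limits the precision. In simulated data, the test recovered 46 of 50 genes changed by 1 on the log2 scale in DSS vs no DSS, 45 of 50 in DSS + TTI-101 vs DSS and 43 of 50 in DSS + TTI-101 vs no DSS. For a change of 0.5 it recovered 17, 18 and 26 of 50. The simulated genes varied independently, with the same spread in all 3 groups. On the real arrays genes vary together and the DSS arrays lie further apart, so these counts hold for the simulated data alone.

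**Figure D1:**
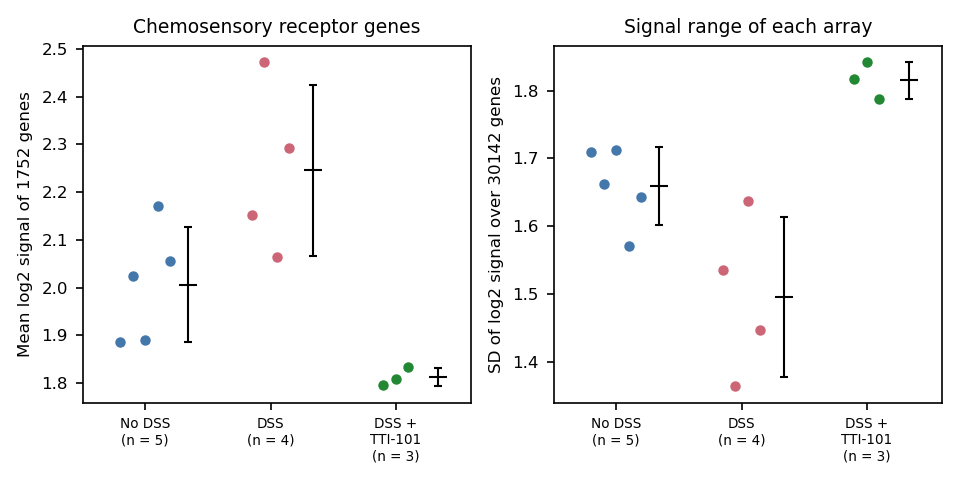
Mean log2 signal of the 1752 chemosensory receptor genes (left) and SD of the log2 signal over 30142 genes (right) on each array, with dots for the 5 no DSS, 4 DSS and 3 DSS + TTI-101 mice and bars for the mean ± SD. On the left axis the DSS arrays lie between 2.06 and 2.47 and the DSS + TTI-101 arrays between 1.80 and 1.83.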

In order to determine the mechanisms by which TTI-101 mediates a protective effect in DSS-colitis, we performed transcriptome analyses. 

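Genes of the epithelium and of the muscle wall stood out among the 500 most variable genes. They held 11 of the 28 measured colonocyte genes, 8 of 18 goblet cell genes and 11 of 16 smooth muscle genes, but 0 of 33 cytokine and chemokine genes. Reg3b, an antimicrobial lectin of the epithelium, had a log2 signal of 5.60 ± 2.57 (SD, n = 5) in no DSS, 3.75 ± 0.38 (SD, n = 4) in DSS and 8.42 ± 0.69 (SD, n = 3) in DSS + TTI-101. Rgs5, a marker of pericytes, had 6.30 ± 1.28, 4.63 ± 0.92 and 7.99 ± 0.64 in the same groups. Of the 500 genes, 244 fell and 22 rose in DSS vs no DSS, and 408 rose and 9 fell in DSS + TTI-101 vs DSS. A further class among them was the small nucleolar RNAs, with 87 members, and 454 of the 500 had a mean log2 signal above 5.
Arrays were clustered on the Euclidean distances of the gene-centred log2 values, with average and with Ward linkage, and both gave the same divisions. Divided into 3 clusters, the 5 no DSS arrays formed a cluster of their own, DSS replicates 2 and 4 formed another, and DSS replicates 1 and 3 joined the 3 DSS + TTI-101 arrays. Divided into 4, the DSS + TTI-101 arrays stood alone. DSS replicates 2 and 4 were also the pair of DSS arrays with the highest chemosensory receptor mean. The 3 groups accounted for 72.4% of the variance (permutation test over all 27720 assignments of the arrays, one-sided p = 7.22e-05, where the smallest possible is 3.61e-05).

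**Figure D2:**
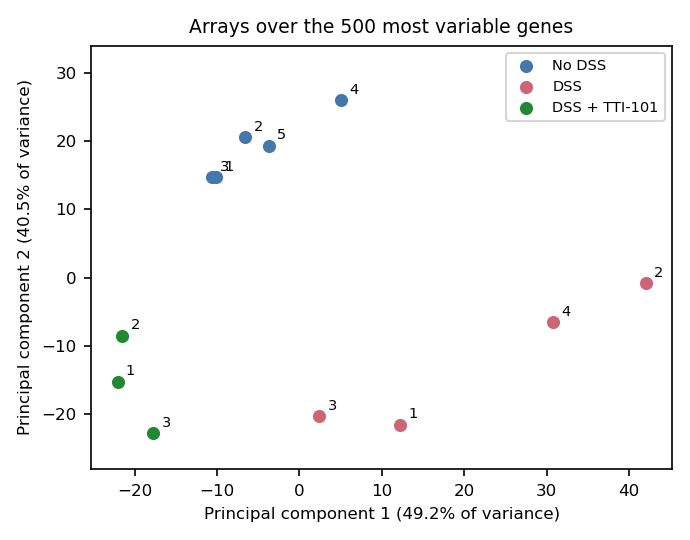
Principal components of the 12 arrays in the 500 most variable genes, with component 1 (49.2% of the variance) on the horizontal axis and component 2 (40.5%) on the vertical axis, in log2 units; each dot is 1 array, coloured by group and numbered by replicate. DSS replicates 1 and 3 lie at the level of the DSS + TTI-101 arrays on component 2, and between these and DSS replicates 2 and 4 on component 1.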

Hierarchical clustering of the top 500 most variable genes across all samples based on differentially expressed genes (DEGs) distinguished three main clusters corresponding to No DSS, DSS + TTI-101, and DSS (Figure 7A). 

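Over the 500 most variable genes, the no DSS and DSS arrays lay at a mean Euclidean distance of 46.9 ± 4.88 (SD over pairs of arrays). The distance between the DSS and DSS + TTI-101 arrays was 45.9 ± 15.2, and that between the no DSS and DSS + TTI-101 arrays was 40.4 ± 7.22. Akr1c19, an aldo-keto reductase, had a log2 signal of 5.95 ± 0.52 (SD, n = 5) in no DSS, 3.81 ± 0.16 (SD, n = 4) in DSS and 5.98 ± 0.72 (SD, n = 3) in DSS + TTI-101. Tuba1c, an alpha-tubulin, had 7.57 ± 0.60, 6.55 ± 1.74 and 9.99 ± 0.82, with its widest spread among the DSS mice.
The mean distance within a group was 17.0 in no DSS, 30.2 in DSS and 17.0 in DSS + TTI-101. Distances between groups were set against those within groups by permutation of the arrays. The one-sided exact permutation p was 0.00794 for DSS and no DSS (the smallest possible, adjusted p = 0.0238), 0.0571 for DSS and DSS + TTI-101 (smallest possible 0.0286, adjusted p = 0.0571) and 0.0179 for no DSS and DSS + TTI-101 (the smallest possible, adjusted p = 0.0268). The first distance was 1.02 times the second, less than the spread between pairs of arrays. This ratio was 0.841 with the 2000 most variable genes, 0.779 with all genes, 0.938 without DSS replicate 1, 0.927 without DSS replicate 3 and 0.994 without no DSS replicate 2, all of which turn the order of the distances, and it was 1.43 with 1 minus Pearson's r as the distance and 1.18 without DSS replicate 2.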

The widest separation was demonstrated between the No DSS and DSS groups, followed by that between the DSS and DSS + TTI-101 groups.

To identify candidate mRNAs that contributed to DSS-induced colitis, we first performed two comparisons: DSS vs. no DSS mRNA sets and DSS + TTI-101 vs. no DSS mRNA sets and identified those genes that were differentially expressed (Figure 7B). 

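With DSS, genes of neutrophils, of T cells and of cytokines and chemokines were higher than in mice on plain water. S100a8, a calcium-binding protein of neutrophils, rose by 1.52 on the log2 scale (SE 0.19, 4 DSS against 5 no DSS mice, adjusted p = 0.000285 from limma). It was dim, with a log2 signal of 1.5 to 2.19 in no DSS and 2.87 to 3.68 in DSS. Mmp10, a matrix metalloproteinase, rose by 1.37 (SE 0.18, adjusted p = 0.000459), and Igfbp5, which binds insulin-like growth factors, rose by 1.47 (SE 0.31, adjusted p = 0.00832). Ly6g, a surface marker of neutrophils, rose by 2.68 (SE 0.81, adjusted p = 0.0425), but did not pass without no DSS replicate 1 (2.31, adjusted p = 0.102). Genes of the absorptive epithelium and of its metabolism were lower. Fabp2, the intestinal fatty acid-binding protein, fell by 5.27 (SE 0.24, adjusted p = 2.92e-07), Cyp2c55, a cytochrome P450, fell by 3.19 (SE 0.48, adjusted p = 0.00133), and Akr1c19, an aldo-keto reductase, fell by 2.14 (SE 0.29, adjusted p = 0.000571).
Other genes with large rises were Adgrf1, an adhesion receptor (1.42, SE 0.22, adjusted p = 0.00138), and Grem1, a stromal antagonist of bone morphogenetic proteins (1.56, SE 0.49, adjusted p = 0.0503), though Grem1 did not pass without no DSS replicate 1 (adjusted p = 0.104). Sptssb, a subunit of the enzyme that starts sphingolipid synthesis, and Scarna6 and Scarna17, RNAs that guide the modification of spliceosomal RNAs, also fell (-2.15, SE 0.26, adjusted p = 0.000296; -2.10, SE 0.19, adjusted p = 4.52e-05; and -1.97, SE 0.22, adjusted p = 0.000163). Ccl5, a chemokine for T cells, rose by 0.85 (SE 0.25, adjusted p = 0.0362), but did not pass without DSS replicate 4 (0.72, adjusted p = 0.109), and was 0.16 with the chemosensory receptor mean of each array as a covariate (adjusted p = 0.555) and 0.30 without DSS arrays 2 and 4 (adjusted p = 0.298). Cd8a, a marker of cytotoxic T cells, rose by 0.43 (SE 0.13, adjusted p = 0.0451), and did not pass without DSS replicate 2 or 4 or no DSS replicate 1 (adjusted p = 0.108 to 0.134), nor with the covariate (0.096, adjusted p = 0.579) or without DSS arrays 2 and 4 (0.19, adjusted p = 0.406). Mki67, a marker of dividing cells, fell by 0.67 (SE 0.23, adjusted p = 0.0633), and did not pass without DSS replicate 1 or 4 or no DSS replicate 1, 2, 3 or 5 (adjusted p = 0.1 to 0.137), nor with the covariate (-0.72, adjusted p = 0.161).
Of 33 measured cytokine and chemokine genes, 17 rose and none fell (19 rose adjusted over the list alone, median 0.30, adjusted p = 1.51e-06 from camera). With the covariate 5 of them rose and none fell (median 0.155). Of 21 neutrophil genes, 7 rose and none fell (12 adjusted over the list alone; median 0.28, adjusted p = 7.18e-05), but the list was not called with the covariate (median 0.01, adjusted p = 0.0537). Both lists had adjusted p = 0.537 with an estimated correlation. Of 16 T cell genes, 7 rose and none fell (7 adjusted over the list alone; adjusted p = 0.00349, and adjusted p = 0.713 with an estimated correlation), and their median of 0.21 turned to -0.01 with the covariate (adjusted p = 0.635). Without it the T cell median lay at percentile 97.2 of random lists matched on mean signal, compared after the values were seen. Of 28 drug metabolism and detoxification genes, 14 fell and none rose (14 adjusted over the list alone; median -0.42, adjusted p = 4.95e-06, and adjusted p = 0.537 with an estimated correlation). With the covariate 4 of them were higher and 8 lower, and the list was not called (median -0.23, adjusted p = 0.417). Of 28 colonocyte genes, 8 fell and none rose (8 adjusted over the list alone), and their median of -0.44 turned to 0.31 with the covariate. Of 26 cell cycle genes, 7 fell and none rose (7 adjusted over the list alone, median -0.17). After cyclic loess 16 of them fell (median -0.245), and with the covariate 15 (median -0.32), and none rose. The colonocyte and cell cycle lists had adjusted p = 0.00183 and adjusted p = 0.000472 from camera, and both had adjusted p = 0.713 with an estimated correlation. Beside these groups, 437 of the 1752 chemosensory receptor genes rose and 2 fell (440 and 2 adjusted over the list alone). The list had adjusted p = 1.41e-13 from camera, and adjusted p = 0.713 with an estimated correlation. Its median of 0.23 went to -0.01 with the covariate, which is the mean of these same genes and so sets their mean change to 0. The 2 that fell, named after their values were seen, were the pseudogenes Olfr1077-ps1 and Vmn1r-ps104.
In all, 3728 genes rose and 3784 fell in DSS vs no DSS. The values of the DSS and no DSS arrays did not overlap for 1636 higher and 2531 lower genes, which is 13.8% of genes where chance gives 1.59%. The number that rose was 2371 without DSS replicate 2, 6201 without DSS replicate 3, 2108 without DSS replicate 4, 2033 without no DSS replicate 1 and 2070 without no DSS replicate 3. With the covariate it was 2152.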

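Mice given DSS and TTI-101 also differed from mice on plain water. Gsdmc4, Gsdmc3 and Gsdmc2, which encode gasdermin C proteins of the intestinal epithelium, rose by 3.20 (SE 0.48, adjusted p = 0.00183), 2.90 (SE 0.52, adjusted p = 0.00348) and 2.81 (SE 0.50, adjusted p = 0.00348) on the log2 scale (limma, 3 DSS + TTI-101 against 5 no DSS mice). Grem1 rose by 2.67 (SE 0.54, adjusted p = 0.00548), and Ly6g by 3.57 (SE 0.89, adjusted p = 0.0133; 2.65, adjusted p = 0.122 with the chemosensory receptor mean as a covariate). Ascl2 and Axin2, genes of Wnt signalling and intestinal stem cells, fell by 0.83 (SE 0.18, adjusted p = 0.00809) and 0.62 (SE 0.11, adjusted p = 0.00349). Aurkb, a mitotic kinase, fell by 0.59 (SE 0.13, adjusted p = 0.00904).
Among further genes with large changes, Adgrg7, an intestinal adhesion receptor, rose by 3.09 (SE 0.76, adjusted p = 0.0129), Muc3, a mucin of the cell surface, by 2.74 (SE 0.68, adjusted p = 0.0135) and Atp12a, a proton-potassium pump, by 3.07 (SE 0.86, adjusted p = 0.022), where Atp12a did not pass with the covariate (2.01, adjusted p = 0.205). Slc26a3, the chloride-bicarbonate exchanger of colonocytes, rose by 2.49 (SE 0.92, adjusted p = 0.0561), but not without no DSS replicate 4 or any 1 of the DSS + TTI-101 arrays (adjusted p = 0.115 to 0.151), and was 0.61 with the covariate (adjusted p = 0.555). Olig1, a transcription factor, fell by 1.61 (SE 0.23, adjusted p = 0.00154), Borcs6, a subunit of a complex that positions lysosomes, by 1.31 (SE 0.15, adjusted p = 0.000854), and Ighv10-1 and Ighv10-3, segments of immunoglobulin heavy chains, by 1.87 (SE 0.28, adjusted p = 0.00187) and 1.89 (SE 0.25, adjusted p = 0.0013). The mitotic genes Bub1b and Ccnb2 each fell by 0.57 (SE 0.13, adjusted p = 0.00975 and 0.00865), and Mpo, a peroxidase of neutrophil granules, fell by 0.48 (SE 0.10, adjusted p = 0.0069).
Of 28 colonocyte genes, 16 rose and 1 fell (17 and 1 adjusted over the list alone; median 1.19, adjusted p = 2.16e-07 from camera). Of 25 ion and water transport genes, 11 rose and 4 fell (12 and 4 adjusted over the list alone; median 0.94, adjusted p = 0.000505). Of 26 tight junction and epithelial adhesion genes, 13 rose and 3 fell (14 and 3 adjusted over the list alone; median 0.34, adjusted p = 5.06e-05). These 3 lists had adjusted p = 0.641 with an estimated correlation. Of 26 cell cycle genes, 15 fell and 2 rose (15 and 2 adjusted over the list alone; median -0.32, adjusted p = 0.0118, and adjusted p = 0.722 with an estimated correlation). After cyclic loess the transport (median 0.62, adjusted p = 0.068), adhesion (0.06, adjusted p = 0.206) and cell cycle (-0.14, adjusted p = 0.0562) lists were not called, and with the covariate the transport list was not (0.12, adjusted p = 0.229). The exceptions, named after their values were seen, were Slc51a among the colonocyte genes, Aqp3, Scnn1b, Kcnn4 and Kcnq1 among the transport genes, Cldn15, Cgn and Pkp3 among the adhesion genes, and Pcna and Tyms, 2 genes of DNA synthesis, among the cell cycle genes. Of the chemosensory receptor genes, 281 fell and 2 (Olfr1346 and Olfr1456-ps1, named after their values were seen) rose (1 and 0 adjusted over the list alone). The list had adjusted p = 0.0082 from camera, and adjusted p = 0.768 with an estimated correlation. Its median of -0.19 went to 0.00 with the covariate, as the fit requires of genes whose mean is the covariate.
In all, 4645 genes rose and 8736 fell. The arrays of the groups did not overlap for 4538 higher and 10091 lower genes, 48.5% of genes where chance gives 3.57%. The number that fell was 4132 without DSS + TTI-101 replicate 1, 5064 without replicate 2 of that group and 5796 without its replicate 3. Of the genes that passed, 34.7% had risen, against 55.2% after cyclic loess, which moved the median of all genes from -0.16 to -0.01.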

Included in the comparison were all coding and multiple complex genes that were present in all samples of both sets used in each comparison. The criteria for differential expression were *p*-values ≤ 0.05 and FDR ≤ 0.1. 

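Genes of the epithelium and of the muscle wall were higher in DSS + TTI-101 than in DSS, as bright genes were in general. Genes with a mean log2 signal above 5 had a median change of 0.65. Of 17 housekeeping genes, 16 rose and none fell (median 1.24). Hao2, an oxidase of hydroxy acids in peroxisomes, rose by 3.54 on the log2 scale (SE 0.46, 3 DSS + TTI-101 against 4 DSS mice, adjusted p = 0.000609 from limma). Slc9a3, a sodium-hydrogen exchanger of colonocytes, rose by 3.38 (SE 0.43, adjusted p = 0.000609), and the mucosal pentraxins Mptx1 and Mptx2 rose by 3.83 (SE 0.68, adjusted p = 0.0016) and 3.70 (SE 0.65, adjusted p = 0.0015). Actg2, the actin of enteric smooth muscle, rose by 3.27 (SE 0.93, adjusted p = 0.0113), but was at -1.11 with the chemosensory receptor mean as a covariate, as Acta2 and Cnn1 of the same muscle (3.13, SE 0.79, and 2.88, SE 0.88) were at -0.70 and -1.34. Genes of neutrophils and T cells were lower, as dim genes were in general (median -0.28 at a mean log2 signal of at most 5). S100a8 fell by 1.51 (SE 0.21, adjusted p = 0.000765), Csf3, the granulocyte colony-stimulating factor, fell by 0.94 (SE 0.20, adjusted p = 0.00343), and Mmp9, a metalloproteinase of neutrophils, fell by 0.77 (SE 0.16, adjusted p = 0.00279).
Ogn, a proteoglycan of the matrix, rose by 3.78 (SE 0.92, adjusted p = 0.00581), but was at -0.40 with the covariate. The genes with the largest falls included Zfp580, a zinc finger protein (-1.75, SE 0.23, adjusted p = 0.000649), Borcs6 (-1.69, SE 0.16, adjusted p = 0.00015), Syndig1, a protein of synapses (-1.59, SE 0.20, adjusted p = 0.000609), Rtn4r, a receptor that limits axon growth (-1.55, SE 0.23, adjusted p = 0.000944), and H1f10, a linker histone (-1.49, SE 0.23, adjusted p = 0.000975).
Of 28 colonocyte genes, 25 rose and 1, Slc51a, fell (25 and 1 adjusted over the list alone), and their median of 1.52 turned to -0.23 with the covariate. Of 16 smooth muscle genes, 14 rose and none fell (14 adjusted over the list alone), and their median of 2.38 turned to -0.96 with the covariate. These lists had adjusted p = 1.35e-09 and adjusted p = 2.94e-05 from camera, and adjusted p = 0.415 and adjusted p = 0.585 with an estimated correlation. Of 21 neutrophil genes, 16 fell and none rose (16 adjusted over the list alone; median -0.48, adjusted p = 0.00188), and of 16 T cell genes, 15 fell and none rose (15 adjusted over the list alone; median -0.43, adjusted p = 0.00175). Both had adjusted p = 0.585 with an estimated correlation, and with the covariate the T cell list was not called (median -0.07, adjusted p = 0.125). Without it the T cell median lay at percentile 4.3 of random lists matched on mean signal, compared after the values were seen. Of 33 cytokine and chemokine genes, 23 fell and 2 rose (23 and 2 adjusted over the list alone; adjusted p = 0.0361, adjusted p = 0.124 after cyclic loess, and adjusted p = 0.649 with an estimated correlation), and their median of -0.37 turned to 0.01 with the covariate. The 2 that rose, Il18, a cytokine of the epithelium, and Tnfaip3, an inhibitor of NF-kB signalling, were named after their values were seen, as was Slc51a. Beside these groups, 1336 of the chemosensory receptor genes fell and none rose (1336 adjusted over the list alone). The list had adjusted p = 2.42e-11 from camera, and adjusted p = 0.585 with an estimated correlation. Its median of -0.41 went to 0.00 with the covariate, as the fit requires of genes whose mean is the covariate.
In all, 6697 genes rose and 13582 fell in DSS + TTI-101 vs DSS. The arrays of the groups did not overlap for 5990 higher and 12840 lower genes, 62.5% of genes where chance gives 5.71%. The median of all genes was -0.23, and -0.01 after cyclic loess, where 7219 genes rose and 6537 fell. With the covariate, 21 genes rose and 5 fell. Fabp2 (3.69, SE 0.32, adjusted p = 0.00439), Sptssb (3.68, SE 0.53, adjusted p = 0.0683) and Pparg, a nuclear receptor (1.03, SE 0.17, adjusted p = 0.0996), still rose, and none of the genes given above for this comparison passed. The groups account for much of the covariate (R² 0.769 over the DSS and DSS + TTI-101 arrays), and it raised the SE of this comparison 1.39 times in the median. The change of S100a8 was -1.75 with the covariate (SE 0.37, adjusted p = 0.176), so it stayed as large, with a wider error, but did not pass after adjustment. Borcs6 (-1.50, SE 0.27) stayed nearly as large, Slc9a3 (2.42, SE 0.71), Hao2 (1.95, SE 0.61) and Syndig1 (-0.92, SE 0.27) kept over 50% of their change, and Mptx1, Mptx2 and Zfp580 (1.91, SE 1.04; 1.87, SE 0.98; and -0.87, SE 0.27) about 50%. Rtn4r (-0.58, SE 0.24) and H1f10 (-0.47, SE 0.18) kept less, while Csf3 (-0.17, SE 0.23) and Mmp9 (-0.075, SE 0.12) lost most of their change, and the changes of Acta2, Actg2, Cnn1 and Ogn turned in direction.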

We then focused on the two groups of overlapping mRNAs—those increased by DSS that were decreased by TTI-101 (968 genes; Figure 7B, middle left panel) and those decreased by DSS that were increased by TTI-101 (1422 genes; Figure 7B, middle right panel)—and performed Ingenuity Pathway Analysis (IPA) on each group. 

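The genes that rose with DSS and fell with TTI-101 were mostly dim, and those that fell with DSS and rose with TTI-101 were mostly bright. Pdcd1lg2, a ligand of the inhibitory receptor PD-1 and a member of the first group, rose by 0.35 on the log2 scale with DSS (SE 0.084, 4 against 5 mice, adjusted p = 0.0162 from limma) and fell by 0.56 with TTI-101 (SE 0.095, 3 against 4 mice, adjusted p = 0.00137). Aldh1a1, an enzyme of retinoic acid synthesis and a member of the second group, fell by 2.83 with DSS (SE 0.27, adjusted p = 6.67e-05), and Fabp2 and Cyp2c55 belonged to it as well. The first group held 3302 genes, which is 88.6% of the genes that rose with DSS, and 3093 of them had a mean log2 signal of at most 5. The second held 2424 genes, 64.1% of those that fell with DSS, and 1491 of them had a signal above 5. Chemosensory receptors made up 429 genes of the first group, which is 24.5% of the receptors measured where the share among all genes was 11.0%.
Both comparisons share the 4 DSS arrays, so an array of high signal raises a gene in one and lowers it in the other. Independent lists of these sizes would share 1680 and 841 genes. Across genes, which are not independent replicates, the fold changes of the 2 comparisons had a Pearson r of -0.643 and a covariance of -0.162. With the residuals of the arrays shuffled 100 times, r was -0.935 to 1 (median -0.512), which includes the observed r. The covariance was -0.078 to 0.015, which does not include the observed one, and both overlaps held 0 genes in every shuffle. The shuffled data hold no differences between groups, so these counts do not show what shared arrays add where groups differ. With the DSS arrays split 2 and 2, each pair serving 1 comparison, the first overlap held 647 to 4720 genes (median 1080) over the 6 splits and the second 948 to 3790 (median 1169), and the covariance was -0.191 to -0.031. The first overlap was above that of independent lists of the same sizes in 5 of these splits, and below it with DSS replicates 1 and 3 set against no DSS and 2 and 4 against DSS + TTI-101 (647, where independent lists share 724).
The first overlap was 1882 without DSS replicate 2, 5743 without DSS replicate 3, 1798 without DSS replicate 4, 1782 without no DSS replicate 1 and 1804 without no DSS replicate 3. With the chemosensory receptor mean as a covariate the rise of Pdcd1lg2 was 0.17 (adjusted p = 0.133), and the overlaps were 5 and 17 genes (753 and 1176 at a p of at most 0.05 without adjustment).

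**Figure D3:**
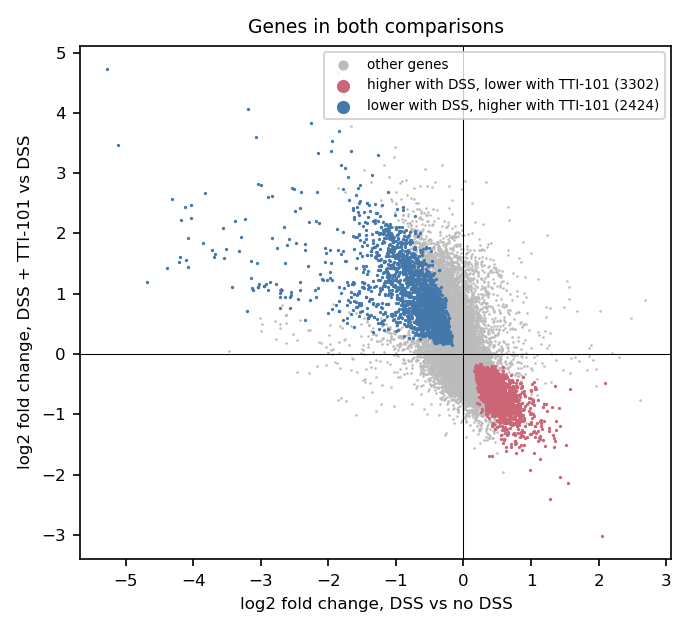
Log2 fold change in DSS vs no DSS (horizontal axis) against log2 fold change in DSS + TTI-101 vs DSS (vertical axis), with 1 dot per gene. Red dots are the 3302 genes that rose with DSS and fell with TTI-101, blue dots the 2424 that fell with DSS and rose with TTI-101, and grey dots all other genes; the red genes lie at smaller changes than many of the blue genes.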

Among the 968 genes that were increased by DSS and decreased by TTI-101, 41 were STAT3 gene targets. 

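Among the STAT3 target genes that the paper lists in Table 1, Mmp3, Mmp13, S100a9 and Il1b had the largest rises with DSS. With TTI-101 the largest fall was that of Pax5 (-1.16), a transcription factor of B cells, followed by those of Egr3 and Mmp13. Mmp3, which degrades extracellular matrix, rose by 1.31 on the log2 scale with DSS (SE 0.21, 4 against 5 mice, adjusted p = 0.0018 from limma) and fell by 0.88 with TTI-101 (SE 0.24, 3 against 4 mice, adjusted p = 0.0091). Mmp13, a collagenase, rose by 0.87 (SE 0.19, adjusted p = 0.0115) and fell by 1.02 (SE 0.22, adjusted p = 0.00339). S100a9, the partner of S100a8 in neutrophils, rose by 0.77 (SE 0.19, adjusted p = 0.0166) and fell by 0.89 (SE 0.21, adjusted p = 0.00514). Il1b, an inflammatory cytokine, rose by 0.67 (SE 0.12, adjusted p = 0.00436) and fell by 0.44 (SE 0.14, adjusted p = 0.0198), but the fall did not pass without DSS + TTI-101 replicate 1 (-0.32, adjusted p = 0.0984) or after cyclic loess (-0.14, adjusted p = 0.534).
Of 34 measured genes of the table, 32 rose with DSS and fell with TTI-101 (33 adjusted over the list alone). The study chose these genes on the same arrays, so the counts are not independent evidence of direction. The median change was 0.43 (0.20 to 1.31) with DSS and -0.53 (-1.16 to -0.27) with TTI-101. Cxcl3, a chemokine that attracts neutrophils, was at 0.20 with DSS (SE 0.10, adjusted p = 0.181) and passed only after cyclic loess (0.33, adjusted p = 0.0744) or without DSS replicate 3 (0.28, adjusted p = 0.0507). Egr3, a transcription factor named after its values were seen, was at 0.52 (SE 0.21, adjusted p = 0.109) and passed without DSS replicate 1 (0.63, adjusted p = 0.0726), without DSS replicate 3 (0.69, adjusted p = 0.026), after cyclic loess (0.66, adjusted p = 0.0754) and with its transcript clusters averaged (0.48, adjusted p = 0.023). Against no DSS, 2 of the 34 genes were higher in DSS + TTI-101 (Cxcr2 and Il7) and 5 were lower (Il11, Nfatc2, Nkx2-1, Pdcd1lg2 and Pax5, all 7 named after their values were seen); adjusted over the list alone these numbers were 1 and 1. Of the 34 genes, 32 had a mean log2 signal of at most 5, and 23 lay above the 95th percentile of the chemosensory receptor genes. Il1b, Cxcl2, Cxcr2 and Mmp13 lay below it.
The count of 32 was 19 without DSS replicate 2, 18 without DSS replicate 4, 17 without no DSS replicate 1, 21 without no DSS replicate 2 and 17 without no DSS replicate 3. With the chemosensory receptor mean as a covariate, the rise of Mmp13 was 0.50 (adjusted p = 0.148) and the falls of Mmp3 and Mmp13 were -0.53 (SE 0.41) and -0.35 (SE 0.31). The falls of S100a9 (-1.01, SE 0.38) and Il1b (-0.58, SE 0.24) stayed as large, with a wider error, but did not pass after adjustment. With the covariate 0 genes of the table passed both tests in limma (8 at a p of at most 0.05 without adjustment).

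**Figure D4:**
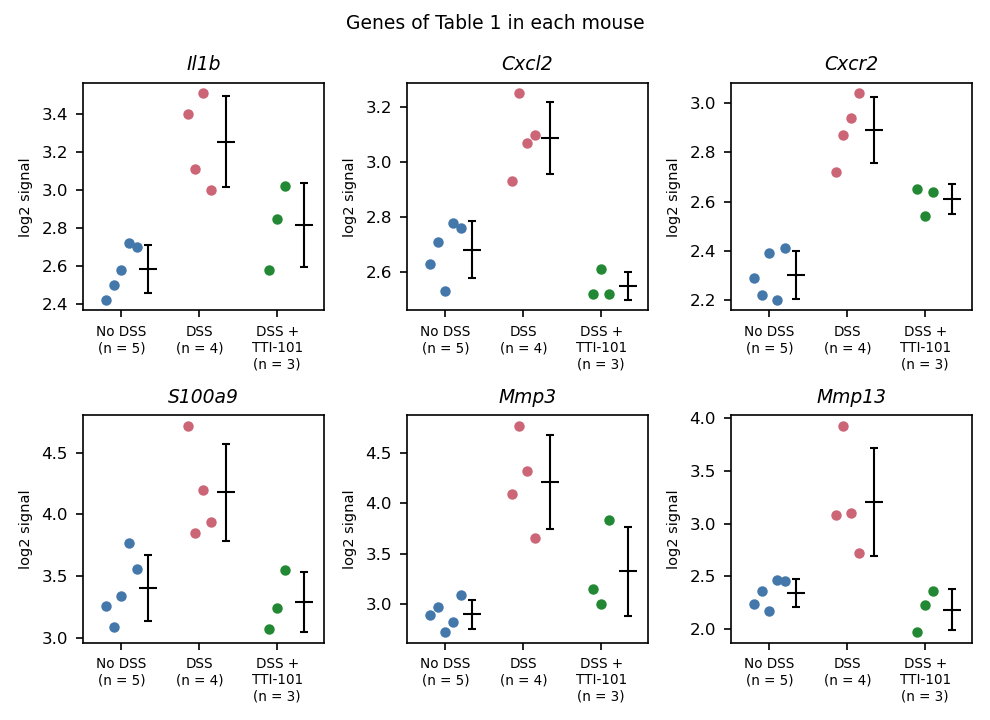
Log2 signal of Il1b, Cxcl2, Cxcr2, S100a9, Mmp3 and Mmp13 in each of the 5 no DSS, 4 DSS and 3 DSS + TTI-101 mice (dots) with the mean ± SD of each group (bars). The mean of Il1b is 2.58 in no DSS, 3.25 in DSS and 2.82 in DSS + TTI-101. The change of Cxcr2 with TTI-101 turns to 0.03 after cyclic loess, and that of the other genes stays below 0 under both scalings. Over all arrays Il1b, Cxcl2, Cxcr2 and Mmp13 have mean signals below the 95th percentile of the chemosensory receptor genes.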

Of the 41 STAT3 gene targets, the change in expression of 35 is consistent with the inhibition of STAT3 by TTI-101 (Figure 7C). 

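The 27 measured genes of the pro-inflammatory category had a median change of 0.46 with DSS and of -0.51 with TTI-101. Cxcl2, a chemokine that attracts neutrophils, rose by 0.41 on the log2 scale with DSS (SE 0.083, 4 against 5 mice, adjusted p = 0.00748 from limma) and fell by 0.54 with TTI-101 (SE 0.094, 3 against 4 mice, adjusted p = 0.0015). Its receptor Cxcr2 rose by 0.59 (SE 0.083, adjusted p = 0.000781) and fell by 0.28 (SE 0.094, adjusted p = 0.0224), with the fall at 0.03 after cyclic loess. Il9, a cytokine of T cells and mast cells, rose by 0.46 (SE 0.096, adjusted p = 0.0088) and fell by 0.41 (SE 0.11, adjusted p = 0.00868; -0.13, adjusted p = 0.288 after cyclic loess). Egr1, an immediate early transcription factor, rose by 0.53 (SE 0.14, adjusted p = 0.0269) and fell by 0.64 (SE 0.16, adjusted p = 0.00741). Snai2, a transcription factor of epithelial-mesenchymal transition, rose by 0.54 (SE 0.14, adjusted p = 0.0214) and fell by 0.38 (SE 0.16, adjusted p = 0.0512), but the fall did not pass without DSS replicate 3 (-0.30, adjusted p = 0.111) or DSS + TTI-101 replicate 2 (-0.23, adjusted p = 0.232), or after cyclic loess (-0.20, adjusted p = 0.329).
Il7, a growth factor of lymphocytes, rose by 0.50 (SE 0.085, adjusted p = 0.00274) and fell by 0.28 (SE 0.097, adjusted p = 0.0263), with the fall at 0.03 after cyclic loess and not passing without DSS + TTI-101 replicate 1 (-0.24, adjusted p = 0.0958). Gja1, a gap junction protein, rose by 0.26 (SE 0.077, adjusted p = 0.0371) and fell by 0.27 (SE 0.088, adjusted p = 0.0216), with the fall at 0.03 after cyclic loess and not passing without DSS + TTI-101 replicate 2 (-0.22, adjusted p = 0.0875). Tgfb1, a regulatory cytokine, rose by 0.28 (SE 0.087, adjusted p = 0.0494) and fell by 0.41 (SE 0.099, adjusted p = 0.00547), with the rise not passing without DSS replicate 2 or no DSS replicate 1 or 3 (adjusted p = 0.113 to 0.117). Hgf, a growth factor of epithelium, rose by 0.47 (SE 0.12, adjusted p = 0.0237), and its fall by 0.37 (SE 0.14, adjusted p = 0.0394) did not pass without DSS replicate 1 or 3 or DSS + TTI-101 replicate 1 or 2 (adjusted p = 0.0822 to 0.119). Mmp2, a gelatinase, rose by 0.42 (SE 0.12, adjusted p = 0.0322), and its fall by 0.33 (SE 0.13, adjusted p = 0.0469) did not pass without DSS replicate 1 or 3 or any 1 of the DSS + TTI-101 arrays (adjusted p = 0.0845 to 0.109). Cxcl3 fell by 0.30 with TTI-101 (SE 0.12, adjusted p = 0.0392), but was at 0.08 with the chemosensory receptor mean as a covariate, and did not pass without DSS replicate 2 or DSS + TTI-101 replicate 1 or 2 (adjusted p = 0.0867 to 0.099).
Several genes passed by a small margin. Crp, an acute phase protein, rose by 0.34 (SE 0.12, adjusted p = 0.0649), and without DSS replicate 2 or 4 or no DSS replicate 1, 3 or 5 it did not pass (adjusted p = 0.102 to 0.181). Its fall by 0.37 with TTI-101 (SE 0.13, adjusted p = 0.0308) did not pass without DSS + TTI-101 replicate 2 (-0.24, adjusted p = 0.149), and was -0.05 after cyclic loess (adjusted p = 0.768) and -0.02 with the covariate (adjusted p = 0.982). The T cell genes Ctla4 and Icos and the genes Ikzf2, Il11 and Nfatc2 rose by 0.22 to 0.37 (adjusted p = 0.0596 to 0.0899). None of these 5 passed without no DSS replicate 1 or 3 (adjusted p = 0.103 to 0.184), and some did not without DSS replicate 1, 2 or 4, no DSS replicate 2 or 5 or any 1 of the DSS + TTI-101 arrays (adjusted p up to 0.206). With TTI-101 the 5 genes fell by 0.35 to 0.60 (adjusted p = 0.00201 to 0.0228), and Ctla4 was at 0.11 with the covariate. After cyclic loess Icos (-0.04, adjusted p = 0.732), Ikzf2 (-0.04, adjusted p = 0.847) and Ctla4 (-0.23, adjusted p = 0.118) did not pass with TTI-101.
Of these 27 genes, 26 rose with DSS and fell with TTI-101. For prevention of T-cell apoptosis it was 12 of 12, with medians of 0.35 and -0.43, and for metastases 13 of 14, with medians of 0.41 and -0.40. Cxcl3 was the exception in the first and the last. The counts adjusted over the list alone were also 26, 12 and 13, and since the study chose these genes on the same arrays, they are not independent evidence of direction. A mean log2 signal of at most 5 was found for 25, 11 and 13 of these genes, and 18, 5 and 8 lay above the 95th percentile of the chemosensory receptor genes.
The pro-inflammatory count was 17 without DSS replicate 4, 15 without no DSS replicate 1 and 16 without no DSS replicate 3. That for T-cell apoptosis was 6 without no DSS replicate 1 and 6 without no DSS replicate 3, and that for metastases was 7 without DSS + TTI-101 replicate 2. After cyclic loess the counts were 15, 6 and 8. After it the rises of Hgf, Gja1, Crp, Ctla4, Icos and Ikzf2 did not pass (0.11 to 0.36, adjusted p = 0.114 to 0.377), nor did the fall of Hgf (-0.06, adjusted p = 0.815). With the covariate the rises of Egr1, Snai2, Gja1, Tgfb1, Crp, Ctla4, Icos, Il11 and Nfatc2 did not pass (0.0049 to 0.50, adjusted p = 0.102 to 0.981), where that of Snai2 stayed near its size (0.50, SE 0.19). The falls of Mmp2 (-0.79, SE 0.16), Hgf (-0.69, SE 0.22), Ikzf2 (-0.45, SE 0.19) and Cxcr2 (-0.32, SE 0.15) were as large as before or larger with the covariate and did not pass (adjusted p = 0.152 to 0.468). With it none of these genes passed both tests in limma; among all of Table 1, the number at a p of at most 0.05 without adjustment was 8.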

Included among these 35 gene targets (Table 1) are: (1) 28 pro-inflammatory genes (e.g., IL-1B, CRP, CCL17, CXCL2, CXCL3, and CXCR2); (2) 12 genes previously associated with prevention of T-cell specific apoptosis (CRP, CXCL2, EGR1, ICOS, IKZF2, IL7, IL9, IL11, IL1B, NFATC2, PDCD1LG2, and TGFB); and (3) 14 genes associated with colorectal cancer metastases (CRP, CTLA4, CXCL2, CXCL3, CXCR2, GJA1, HGF, IL11, MMP2, MMP3, MMP13, S100A9, SNAI2, and TGF-β). In addition, 37 of 968 genes increased by DSS and decreased by TTI-101 (Table 2) were IBD-associated genes (e.g., CCL17, CRP, CXCL2, CXCL3, IL7, IL1β, IRF5, LTF and TNF-α). Furthermore, we determined that 1422 genes were decreased by DSS and increased by TTI-101. Among these 1422 genes, IPA analyses revealed that the expression of 7 genes decreased in response to DSS and increased with TTI-101. were associated with prevention/protection against large intestine neoplasms, including GUCA2A, CDX2, VDR, VEFGA, GSTM1, HPGD, and PPARG.

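Of the 32 measured IBD-associated genes of Table 2, 31 rose with DSS and fell with TTI-101 (31 adjusted over the list alone), and 0 did in limma with the chemosensory receptor mean as a covariate (5 at a p of at most 0.05 without adjustment). Snx20, a sorting nexin of blood cells, rose by 0.59 on the log2 scale (SE 0.18, 4 against 5 mice, adjusted p = 0.0409 from limma) and fell by 0.88 with TTI-101 (SE 0.20, 3 against 4 mice, adjusted p = 0.00442). Ltf, the iron-binding protein of neutrophil granules, rose by 0.54 (SE 0.16, adjusted p = 0.0407) and fell by 0.61 (SE 0.18, adjusted p = 0.0149; -0.35, adjusted p = 0.102 after cyclic loess). Neither rise passed without DSS replicate 2 (0.47, adjusted p = 0.113 for Snx20; 0.48, adjusted p = 0.103 for Ltf) or without DSS replicate 4 (0.49, adjusted p = 0.122; 0.43, adjusted p = 0.123). Irf5, a transcription factor of innate immunity, rose by 0.29 (SE 0.10, adjusted p = 0.0737) and fell by 0.44 (SE 0.12, adjusted p = 0.008). Its rise did not pass without DSS replicate 2 or 4 or no DSS replicate 1, 3 or 5 (adjusted p = 0.103 to 0.179). Tnf, an inflammatory cytokine, rose by 0.43 (SE 0.16, adjusted p = 0.0951) and fell by 0.51 (SE 0.19, adjusted p = 0.0332). Its rise did not pass without any 1 of DSS replicates 1, 2 and 4, no DSS replicates 1, 2 and 3 and DSS + TTI-101 replicates 1 and 3 (adjusted p = 0.11 to 0.199), nor its fall without DSS + TTI-101 replicate 1 (-0.47, adjusted p = 0.0948) or 3 (-0.42, adjusted p = 0.114) or after cyclic loess (-0.28, adjusted p = 0.238), where its rise did not pass either (0.37, adjusted p = 0.128). Slc6a3, the dopamine transporter, had the second smallest rise of the table, 0.23 (SE 0.080, adjusted p = 0.0677), which did not pass without DSS replicate 2 or 4 or no DSS replicate 1, 2 or 3 (adjusted p = 0.112 to 0.171).
Ccl17, a chemokine for T cells, rose by 0.54 (SE 0.20, adjusted p = 0.083) and fell by 0.51 (SE 0.23, adjusted p = 0.0653), with the fall at -0.24 after cyclic loess (adjusted p = 0.375) and at 0.31 with the covariate. With it the rises of Snx20, Ltf, Irf5, Tnf, Slc6a3 and Ccl17 were 0.14, 0.24, 0.10, 0.23, 0.085 and 0.088 and did not pass (adjusted p = 0.416 to 0.803), and the falls of Snx20, Ltf and Irf5 were -0.07, -0.06 and -0.11 and did not pass. Il1b and Mmp2, which are also in Table 2, still rose with the covariate (0.75, adjusted p = 0.0144, and 0.67, adjusted p = 0.00324), and their falls did not shrink but did not pass (adjusted p = 0.406 and 0.152). With 1 array left out, the rise of Ccl17 passed only without DSS replicate 1 or no DSS replicate 4 (adjusted p = 0.101 to 0.218 in the other sets). The fall of Ccl17 did not pass without DSS replicate 2 (-0.37, adjusted p = 0.166), 3 (-0.49, adjusted p = 0.0989) or 4 (-0.47, adjusted p = 0.126). Nor did it pass without no DSS replicate 2 or 5 (adjusted p = 0.0773 and 0.0795), or without any 1 of the DSS + TTI-101 arrays (adjusted p = 0.0869 to 0.187).
The genes of the table had medians of 0.36 with DSS and -0.49 with TTI-101. They were chosen on the same arrays and are not independent evidence of direction. Cxcl3 did not pass in DSS vs no DSS. Of the 32 genes, 30 had a mean log2 signal of at most 5. The count of 31 was 13 without DSS replicate 2, 14 without DSS replicate 4, 15 without no DSS replicate 1 and 15 without no DSS replicate 3. For 35 STAT3 targets among the genes that rose with DSS and fell with TTI-101, the paper reads the change as one that inhibition of STAT3 by TTI-101 would give.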

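Of the genes of energy metabolism and protein synthesis, 16 of 28 of oxidative phosphorylation, 9 of 25 of fatty acid oxidation and ketogenesis and 7 of 15 of cytosolic ribosomal proteins fell with DSS and rose with TTI-101. Hadh, an enzyme of fatty acid oxidation, fell by 1.53 on the log2 scale with DSS (SE 0.22, 4 against 5 mice, adjusted p = 0.000813 from limma). Cycs, the electron carrier cytochrome c, was at -0.46 with DSS (SE 0.48, adjusted p = 0.524) and rose by 2.78 with TTI-101 (SE 0.55, 3 against 4 mice, adjusted p = 0.00239). Ndufa4, a subunit of the respiratory chain, rose by 1.97 with TTI-101 (SE 0.47, adjusted p = 0.00516), but was at -0.21 with the chemosensory receptor mean as a covariate. Cycs was at 0.27 with the covariate and did not pass either, while with DSS it passed as higher (0.93, adjusted p = 0.0619).
Of 28 oxidative phosphorylation genes, 17 fell and none rose with DSS (19 fell adjusted over the list alone; median -0.55, adjusted p = 1.34e-09 from camera), and 26 rose and none fell with TTI-101 (26 adjusted over the list alone; median 0.94, adjusted p = 2.02e-11). Of 25 fatty acid oxidation and ketogenesis genes, 9 fell and none rose with DSS (12 fell adjusted over the list alone; median -0.37, adjusted p = 2.43e-06), and 17 rose and 3 fell with TTI-101 (17 and 3 adjusted over the list alone; median 0.82, adjusted p = 3.44e-07). For both lists, adjusted p = 0.537 with DSS and adjusted p = 0.415 with TTI-101 with an estimated correlation. The 3 that fell with TTI-101, named after their values were seen, were Slc27a2 and Fabp1, which take up and bind fatty acids, and Angptl4, which inhibits lipoprotein lipase. Of 15 cytosolic ribosomal protein genes, 8 fell and none rose with DSS (9 fell adjusted over the list alone; median -0.43, adjusted p = 0.000407, and adjusted p = 0.713 with an estimated correlation). With TTI-101, 13 of them rose and 1, Rps19, fell (13 and 1 adjusted over the list alone; median 0.75, adjusted p = 4.15e-07, and adjusted p = 0.415 with an estimated correlation).
With the covariate none of the 3 lists was called in DSS vs no DSS, with medians of -0.18 for oxidative phosphorylation (adjusted p = 0.24), -0.17 for fatty acid oxidation (adjusted p = 0.11) and -0.11 for the ribosomal proteins (adjusted p = 0.927). After cyclic loess the ribosomal list was not called with DSS (median -0.02, adjusted p = 0.75) or with TTI-101 (0.27, adjusted p = 0.222).
Genes that fell with DSS and rose with TTI-101 made up 29.4% of those with a mean log2 signal above 5 and 3.72% of those at or below 5. The genes above 5 had a median change of -0.28 with DSS and 0.65 with TTI-101, and no chemosensory receptor gene was among those that fell with DSS and rose with TTI-101.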

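All 7 of these genes were lower in DSS than in no DSS and higher in DSS + TTI-101 than in DSS. Pparg, a nuclear receptor of lipid metabolism, fell by 0.47 on the log2 scale with DSS (SE 0.096, 4 against 5 mice, adjusted p = 0.00719 from limma) and rose by 1.20 on that scale with TTI-101 (SE 0.11, 3 against 4 mice, adjusted p = 0.000143). Cdx2, a transcription factor of intestinal identity, fell by 0.83 (SE 0.14, adjusted p = 0.00185) and rose by 0.82 (SE 0.15, adjusted p = 0.00186), with the rise at 0.34 after cyclic loess, where it did not pass (adjusted p = 0.168). Gstm1, a glutathione transferase, fell by 0.98 (SE 0.26, adjusted p = 0.0264) and rose by 1.06 (SE 0.30, adjusted p = 0.0109), with the rise at -0.26 when the chemosensory receptor mean was a covariate. Guca2a, the hormone guanylin, rose by 3.08 with TTI-101 (SE 0.68, adjusted p = 0.00363). Its fall by 1.76 with DSS (SE 0.59, adjusted p = 0.0633) did not pass without DSS replicate 2 or 4 or no DSS replicate 1, 2 or 3 (adjusted p = 0.122 to 0.167).
Hpgd, which degrades prostaglandins, rose by 2.04 with TTI-101 (SE 0.47, adjusted p = 0.00451). Its fall by 1.11 with DSS (SE 0.41, adjusted p = 0.0854) passed only without DSS replicate 1 or 3 or no DSS replicate 4 among the sets of arrays with 1 left out (adjusted p = 0.101 to 0.214 in the others). Vdr, the vitamin D receptor, rose by 0.92 (SE 0.22, adjusted p = 0.00538), with the rise at 0.03 after cyclic loess (adjusted p = 0.889), and its fall by 0.65 (SE 0.19, adjusted p = 0.0397) did not pass without DSS replicate 2 (-0.48, adjusted p = 0.104) or 4 (-0.53, adjusted p = 0.12). Vegfa, a growth factor of blood vessels, fell by 0.40 (SE 0.11, adjusted p = 0.0253) and rose by 0.32 (SE 0.12, adjusted p = 0.0348). After cyclic loess these were 0.01 and -0.48 (adjusted p = 0.978 and 0.00416), and the rise did not pass without DSS + TTI-101 replicate 1 (0.29, adjusted p = 0.109).
The median change was -0.83 with DSS and 1.06 with TTI-101, and 7 of 7 genes passed in both directions (7 adjusted over the list alone). The study chose these genes on the same arrays, so the count is not independent evidence of direction. Against no DSS, 1 gene, Pparg, was higher in DSS + TTI-101 (0.73, SE 0.10, adjusted p = 0.00154), and none was lower. All 7 genes lay above the 95th percentile of the chemosensory receptor genes in mean signal. The count of 7 was 4 without DSS replicate 2 and 4 without DSS replicate 4. It was 2 after cyclic loess, where the falls of Guca2a (-1.19), Hpgd (-0.58) and Vdr (-0.21) did not pass (adjusted p = 0.132 to 0.2). It was 1, Pparg, with the covariate, where the falls of Guca2a (-0.59), Hpgd (-0.02), Vdr (-0.23), Gstm1 (-0.25) and Vegfa (-0.17) did not pass (adjusted p = 0.268 to 0.979). Cdx2 still fell there (-0.84, adjusted p = 0.0137), and its rise kept its size, with a wider error, but did not pass (0.82, SE 0.27, adjusted p = 0.302). The rises of Guca2a (0.98), Hpgd (0.063) and Vdr (0.17) shrank with the covariate, and that of Vegfa turned to -0.089. None of these 4 passed (adjusted p = 0.755 to 0.98 from limma).

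**Figure D5:**
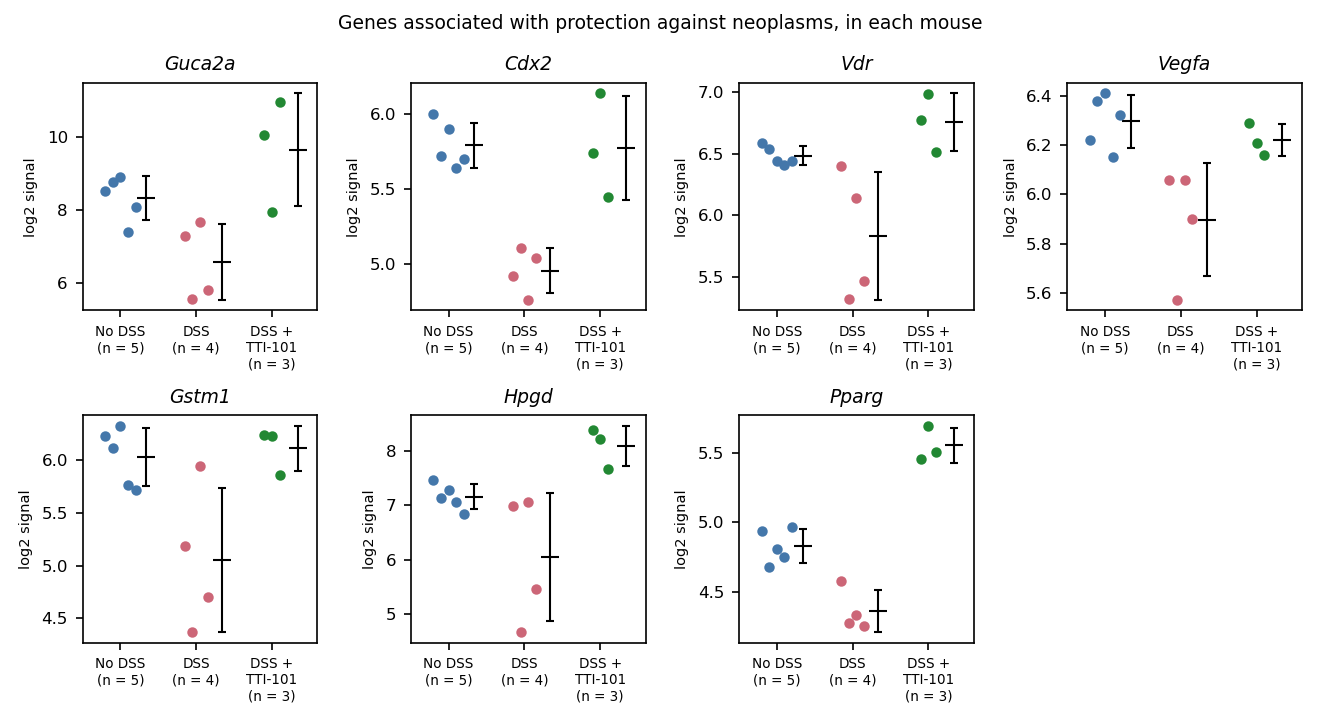
Log2 signal of Guca2a, Cdx2, Vdr, Vegfa, Gstm1, Hpgd and Pparg in each of the 5 no DSS, 4 DSS and 3 DSS + TTI-101 mice (dots) with the mean ± SD of each group (bars). The mean of Pparg is 4.83 in no DSS, 4.36 in DSS and 5.56 in DSS + TTI-101. The changes of Vegfa turn in direction after cyclic loess, as do the rises of Gstm1 and Vegfa with the covariate.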

## 4. Discussion

We assessed the contribution of STAT3 to IBD by examining manifestations of DSS-induced colitis in mice genetically engineered to express only STAT3α, the more pro-inflammatory and anti-apoptotic of STAT3′s two isoforms, as well as by examining the effects of administration of TTI-101, a small-molecule inhibitor of both isoforms of STAT3. We demonstrated that all manifestations of DSS-induced colitis examined were more severe in mice expressing only STAT3α compared to wild-type mice and that TTI-101 administration completely prevented colitis through normalization of DSS-induced increases in pY-STAT3-levels within both the epithelial and stromal cell compartments. Apoptosis of colonic CD4+ T cells induced by DSS was reduced in mice expressing only STAT3α and increased in mice treated with TTI-101. TTI-101 treatment reduced the number of IL-17-positive cells infiltrating the colon and modulated levels of DSS-induced mRNA transcripts involved in inflammation, apoptosis, colorectal cancer metastasis, and large intestinal neoplasms. These results confirm other studies showing that STAT3 contributes to the pathogenesis of DSS-induced colitis, at least in part through increased survival of CD4+ cells and infiltration of IL-17-positive cells into the colon. Furthermore, these results suggest that targeting STAT3 using small-molecule inhibitors such as TTI-101 deserves consideration as a new approach to the treatment of IBD, particularly in patients refractory to current therapies.

Our results significantly expand on those obtained previously in DSS-treated Δβ/Δβ mice [24]. We report here for the first time: (1) increased DSS-induced rectal bleeding; (2) increased mortality; and (3) decreased apoptosis of colonic CD4+ T-cells in DSS-treated Δβ/Δβ mice compared to DSS-treated wild-type mice. Rectal bleeding and mortality may not have been observed in the previous study since mice were administered 2.5% DSS rather than 5% DSS, which we used in our study.

The contribution of STAT3 to IBD pathogenesis is complex as it involves distinct and opposing contributions to disease pathogenesis made by STAT3 within three different cell compartments—enterocytes, myeloid cells, and T cells. Mice in which STAT3 is conditionally inactivated in either myeloid cells or enterocytes develop enterocolitis following injections of 250 μg of dsRNA polyInosine-polyCytosine (pIpC) through triggering endogenous production of type I interferon [8]. In contrast, the inactivation of IL-6/STAT3 signaling in T cells has been shown to result in increased T-cell apoptosis accompanied by attenuation of intestinal inflammation in mouse models of IBD [9,10,11]. The results of our studies examining the impact of modulating STAT3 activity, genetically or pharmacologically, in all three cell compartments suggest a dominant role for STAT3 within the T cell compartment in the pathogenesis of DSS-induced colitis. In addition to inducing apoptosis of CD4+ T-cells, TTI-101 reduced the infiltration of IL-17-producing cells within the colon. Using a T-cell transfer model of colitis, other studies have shown that STAT3 within T cells is essential for driving colitis via the induction of Th17 cell responses [39]. Together with these findings, our results suggest that STAT3 inhibition within the T cells, specifically, perhaps, within CD4+/Th17 cells, contributes to the decreased severity of DSS-colitis in TTI-101-treated mice.

Using Affymetrix microarray technology, we identified alterations in gene expression in the colon upon TTI-101 treatment in DSS-induced colitis. TTI-101 treatment decreased the expression of 35 STAT3-associated genes whose expression was increased by DSS; of these 35 genes, 28 are associated with pro-inflammatory responses (Table 1). The 28 STAT3-regulated genes also included 12 genes associated with the prevention of apoptosis in T cells. TTI-101 treatment also led to the downregulation of 37 genes associated with inflammatory bowel disease (Table 2). These gene sets help to explain the beneficial effect of TTI-101 on colitis. Additionally, 14 of the 35 STAT3-regulated genes that were downregulated in response to TTI-101 treatment have been shown to be associated with colorectal cancer metastases [40,41,42,43,44,45,46,47,48,49,50,51,52], such as CRP, CTLA4, CXCL2, CXCL3, CXCR2, GJA1, HGF, IL11, MMP2, MMP3, MMP13, S100A9, SNAI2, and TGF-β (Table 1). Furthermore, TTI-101 treatment also led to the upregulation of important genes such as GUCA2A, CDX2, VDR, GSTM1, HPGD, and PPARG that have been shown by others to be associated with the prevention of large intestine neoplasms [53,54,55,56,57,58,59]. These last two gene sets support the possibility that STAT3 targeting in IBD may reduce the risk of CRC development. In support of the potential benefit of targeting STAT3 in diseases that predispose to CRC, there are three recent studies implicating STAT3′s contribution to CRC. Ziegler (2018), using a STAT3 loss-of-function approach in two models of intestinal tumorigenesis, demonstrated that STAT3 targeting reduced colorectal carcinogenesis by increasing mitophagy and MHC class I antigen presentation in intestinal epithelial cells, which increased anti-tumor immunity through increased activation of CD8+ T cells [60]. Studies by Poffenberger (2018) demonstrated that targeting STAT3 signaling reduced polyp growth in animals that carry germline mutations of SKT11, a gene encoding the tumor suppressor liver kinase B1 (LKB1) that is mutated in patients with Peutz-Jeghers syndrome, a disease characterized by the development of gastrointestinal polyps that predispose to CRC [61]. The third study by Schulz-Heddergott [62] demonstrated that STAT3 is activated in epithelial cells containing p53 gain of function (GOF) mutants and contributes to CRC development.

## 5. General Conclusions

In the current studies, we determined that DSS-induced colitis is more severe in mice that express unopposed STAT3α compared to wild-type mice. Importantly, we determined that a selective, small-molecule inhibitor of STAT3, TTI-101, completely prevented DSS-induced colitis as well as the upregulation of CRC-associated genes. These studies indicate that small-molecule targeting of STAT3 may be beneficial in the treatment of colitis and in the prevention of colitis-associated colorectal cancer.

## Figures and Tables

**Figure 1:**
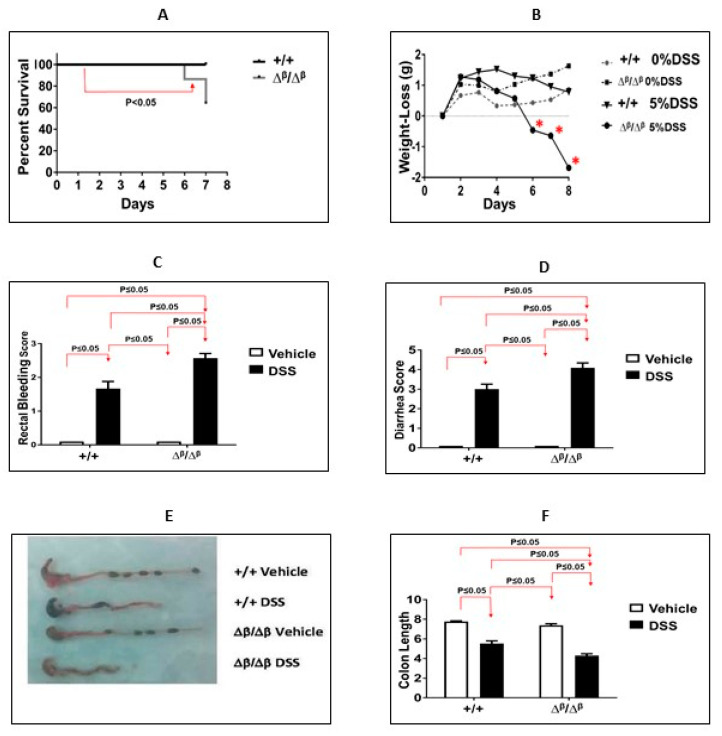
Mortality, weight loss, diarrhea, and rectal bleeding are increased, and colon length is decreased in ΔβΔβ comparison to cage-control +/+ mice (both BALB/c background). (**A**) Survival in the DSS ΔβΔβ mice group vs. the DSS +/+ mice group (*p* ≤ 0.05, Kaplan-Meier analysis, n = 9–22). (**B**) Weight loss in the DSS ΔβΔβ mice compared to DSS +/+ (data expressed as the mean ± SD; *, days 5, 6, and 7 (all *p* ≤ 0.05; ANOVA followed by Tukey’s post-hoc test; n = 9–22). (**C**) Rectal bleeding; (**D**) diarrheal score; and (**E**,**F**) colon length were assessed on day 7. Results are expressed as the mean ± SEM of two separate experiments ((**C**,**D**) *p* ≤ 0.05; Mann Whitney Test; (**F**) ANOVA followed by pair-wise comparison with Tukey’s test ((**C**,**D**,**F**); all n = 6–13)).

**Figure 2:**
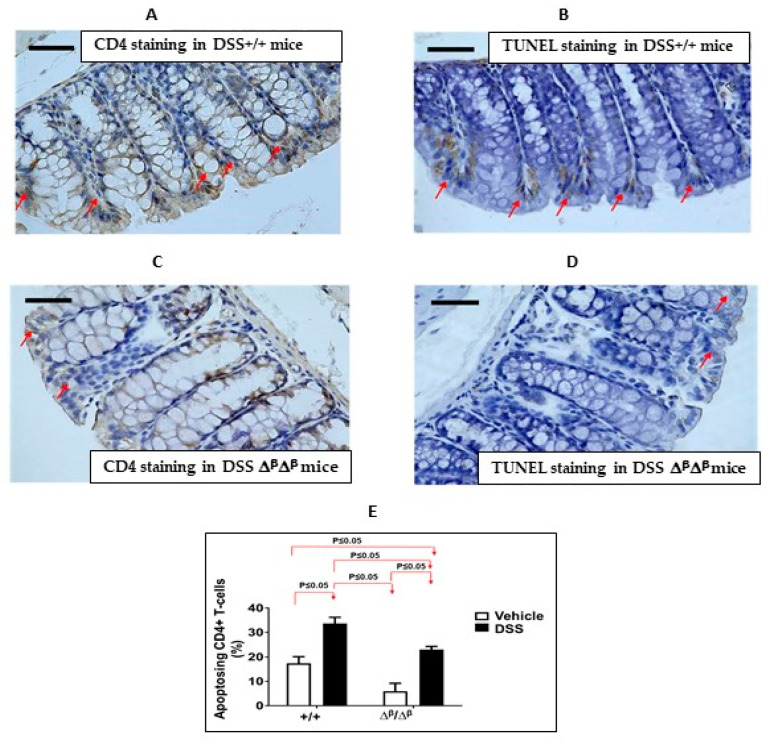
Apoptosis of CD4+ cells is decreased in the colons of ΔβΔβ mice compared to cage-control +/+mice (both BALB/c backgrounds). (**A**,**B**) Representative photomicrographs of CD4− (**A**) and TUNEL-stained sections (**B**) of colon tissue obtained from DSS+/+ and (**C**,**D**) Representative photomicrographs of CD4− (**C**) and TUNEL-stained sections (**D**) of colon tissue obtained from DSS ΔβΔβ mice (magnification 400×; scale bar represents 50 microns). Red arrows depict cells positively stained for CD4 (cell surface staining) or TUNEL (nuclear staining). (**E**) The percentage of TUNEL-positive CD4+ cells expressed as % of apoptotic CD4 T-cells ± SEM. The percentage of apoptotic CD4 T-cells was determined in ≥5 fields from n = 3–4 mice (*p* ≤ 0.05, Mann-Whitney test).

**Figure 3:**
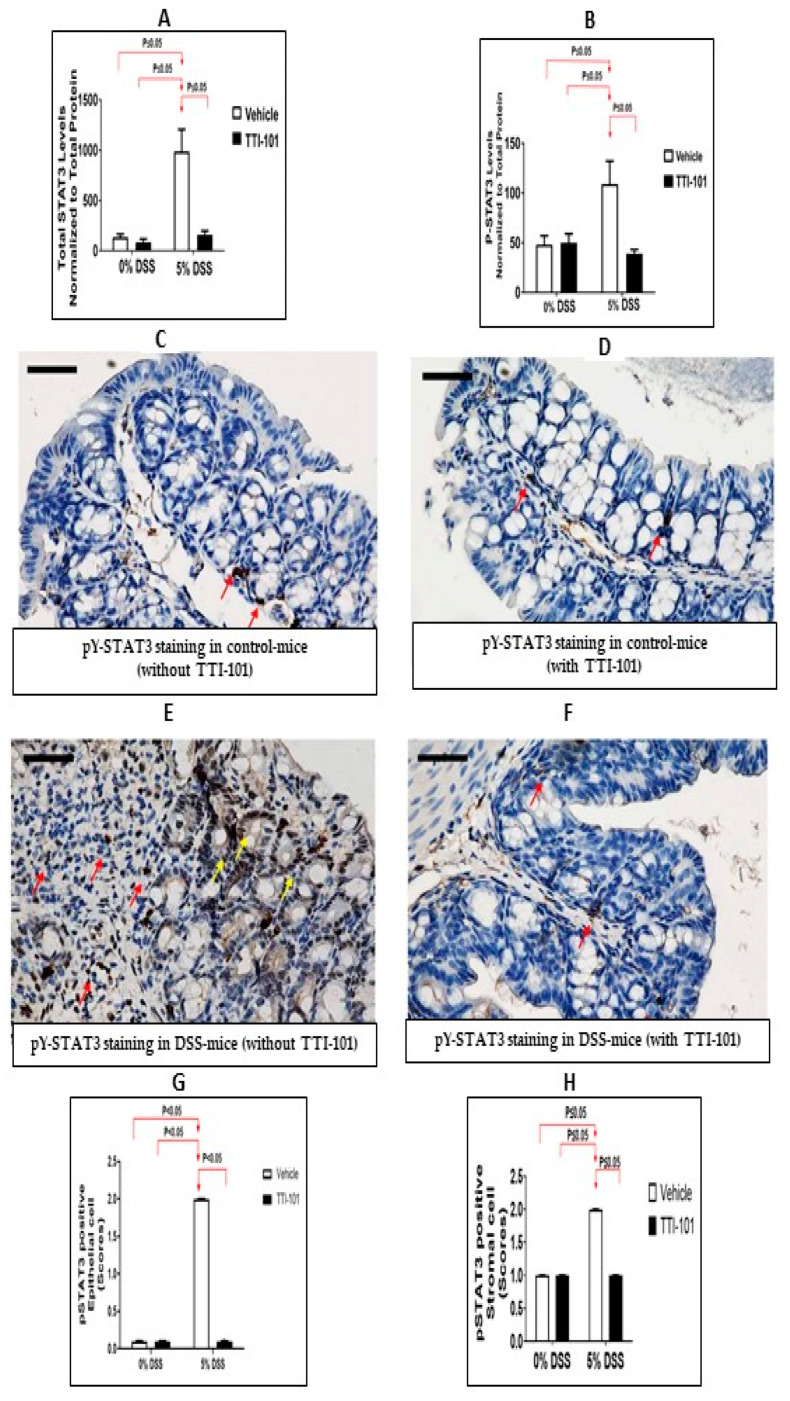
TTI-101 treatment decreases levels of total STAT3 and pY-STAT3 proteins in mouse colons. (**A**) Total STAT3 and (**B**) pY-STAT3 protein levels were measured by Luminex assay in the colons of mice that received drinking water with no DSS (0%) or 5% DSS with and without TTI-101. Both total STAT3 and pY-STAT3 levels are normalized to total protein (**A**,**B**), and the means ± SD of the ratios are plotted (*p* ≤ 0.05 for both, ANOVA followed by Tukey’s post-hoc test; n = 3–6). Representative photomicrographs (magnification 400×) of pY-STAT3-stained sections of colons from (**C**) mice that received plain water with no TTI-101 (vehicle (DMSO)), (**D**) mice that received plain water plus TTI-101, (**E**) DSS mice with no TTI-101 (vehicle (DMSO)), or (**F**) DSS mice plus TTI-101 Red arrows depict cells positively stained for pY-STAT3 (nuclear localization) within the stroma, and yellow arrows depict cells positively stained for pY-STAT3 within the epithelium. The scale bar represents 50 microns. (**G**,**H**) percentages of pY-STAT3-positive nuclei in epithelial cells (**G**) and stromal cells (**H**) in the colons of mice that received plain water or water with DSS and were treated with vehicle (DMSO) or TTI-101. Results are expressed as the mean ± SEM. The percentage of pY-STAT3-positive nuclei was determined in ≥5 fields from n = 2–5 mice (*p* ≤ 0.05 for both, Kruska-Wallis test).

**Figure 4:**
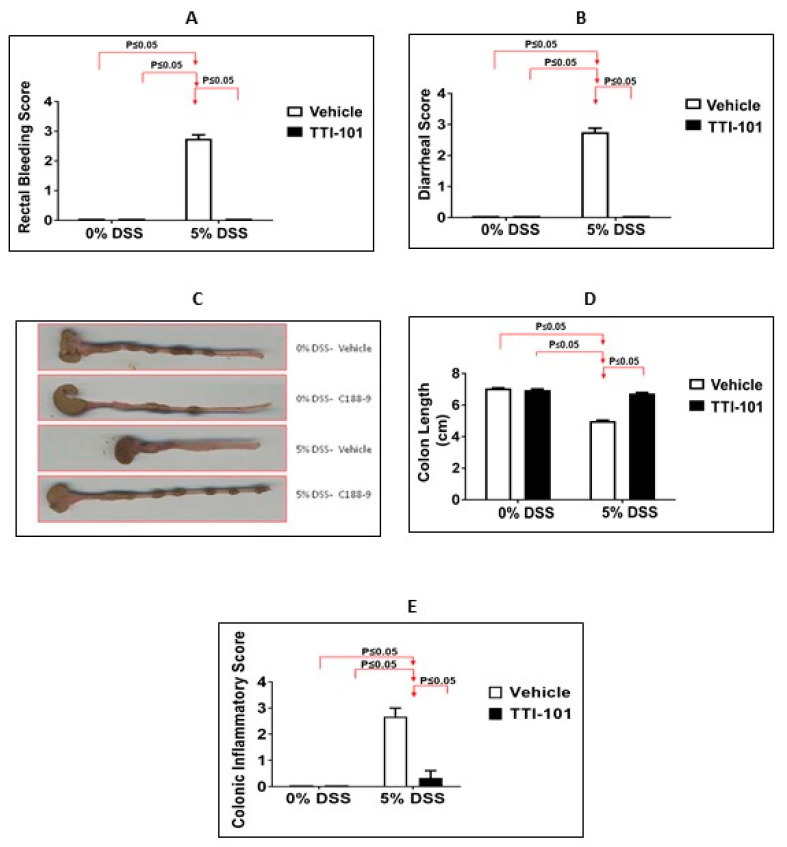
TTI-101 treatment decreases rectal bleeding, diarrhea, and colon inflammation and increases colon length in DSS-induced colitis. (**A**) Rectal-bleeding, (**B**) diarrhea, (**C**,**D**) colon shortening, and (**E**) colon inflammation scores in mice administered plain water (0% DSS) with or without TTI-101 and 5% DSS-containing water and treated with or without TTI-101. Results are expressed as the mean ± SEM of two separate experiments (all, *p* ≤ 0.05, (**A**,**B**,**E**) (Mann-Whitney test) and (**D**) (ANOVA with Tukey’s post-hoc test); n = 3–12).

**Figure 5:**
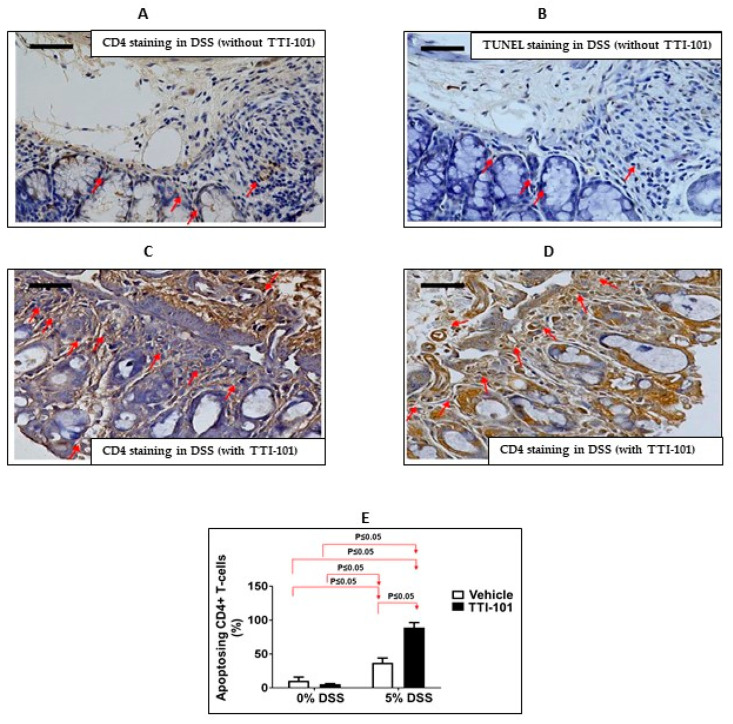
TTI-101 treatment increases the levels of CD4+ cells undergoing apoptosis in DSS-colitis. (**A**,**B**) Representative photomicrographs of CD4 (**A**) and TUNEL-stained sections (**B**) of colon tissue obtained from DSS mice without TTI-101; and (**C**,**D**) Representative photomicrographs of CD4 (**C**) and TUNEL-stained sections (**D**) of colon tissue obtained from DSS mice with TTI-101 treatment (magnification 400×; scale bar represents 50 microns). Red arrows depict cells positively stained for CD4 or TUNEL. (**E**) Percentage of apoptotic colonic CD4+ cells in mice administered plain water (0% DSS) with or without TTI-101 treatment and mice administered 5% DSS with or without TTI-101 treatment. Results are expressed as the percentage of TUNEL-positive CD4+ cells expressed as % of apoptotic CD4 T-cells ± SEM. The percentage of apoptotic CD4 T-cells was determined in ≥5 fields from n = 2–4 mice (*p* ≤ 0.05, Mann-Whitney test).

**Figure 6:**
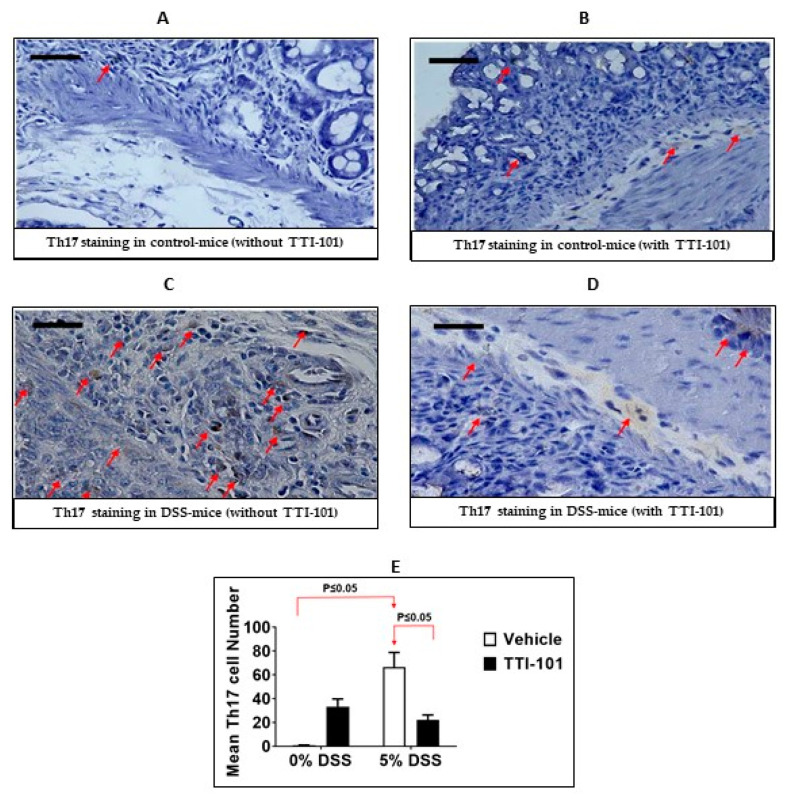
TTI-101 treatment decreases colonic IL-17-positive cell infiltration. Representative photomicrographs of sections of colons from mice administered (**A**) plain water (0% DSS) without TTI-101 treatment (**B**) plain water (0% DSS) with TTI-101 treatment; (**C**) DSS-containing water without TTI-101 treatment; and (**D**) DSS-containing water with TTI-101 treatment (magnification 400×; scale bar represents 50 microns). Red arrows depict cells positively stained for IL-17 (intracellular within the cytoplasm). (**E**) TTI-101 treatment significantly decreased levels of DSS-induced colonic IL-17-positive cell infiltration. Results are expressed as Th17 cell number ± SEM. The Th17 cell numbers are determined in ≥5 fields from n = 2–5 mice (all, *p* ≤ 0.05, Mann-Whitney test).

**Figure 7:**
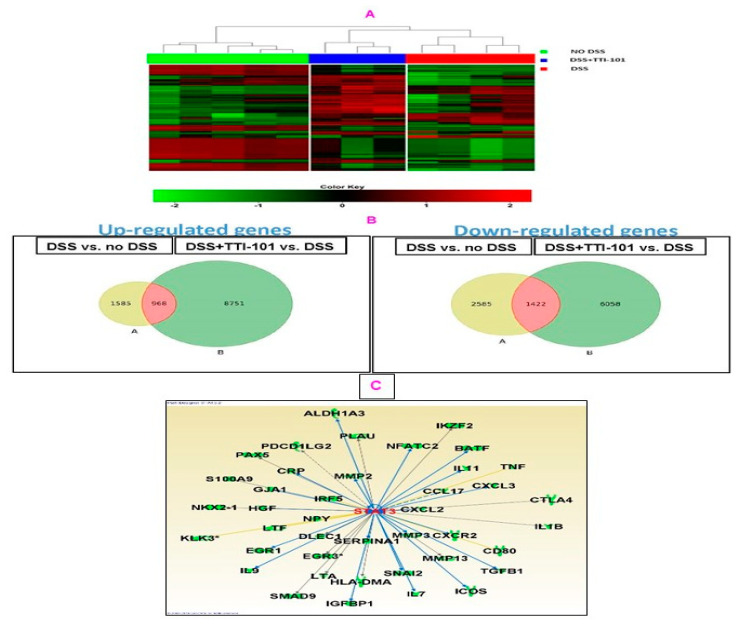
Effect of TTI-101 treatment on gene expression in DSS-induced colitis (**A**) Hierarchical clustering and heat map of differentially expressed genes in samples from three groups: no DSS, DSS, and DSS + TTI-101. (**B**) Venn diagrams show upregulated and downregulated genes in the No DSS vs. DSS and in the DSS vs. DSS + TTI-101 treatment groups. (**C**) STAT3-targeted genes determined using analysis with Ingenuity Systems’ “IPA” software; Version 4.

**Table 1:** STAT3 gene targets increased by DSS and decreased by TTI-101.

Symbol	Entrez Gene Name	DSS vs. No DSS	DSS + TTI-101 vs. DSS	Inflammation	T-Cell Apoptosis	Metastases
ALDH1A3	aldehyde dehydrogenase 1 family member A3	1.64	−2.12	PRO-INF	No Role	No Role
BATF	basic leucine zipper ATF-like transcription factor	1.39	−1.63	PRO-INF	No Role	No Role
CCL17	C-C motif chemokine ligand 17	1.59	−1.55	PRO-INF	No Role	No Role
CRP	C-reactive protein	1.22	−1.25	PRO-INF	ANTI-APOP	PRO-MET
CTLA4	cytotoxic T-lymphocyte associated protein 4	1.18	−1.37	ANTI-INF	PRO-APOP	PRO-MET
CXCL2	C-X-C motif chemokine ligand 2	1.91	−1.82	PRO-INF	ANTI-APOP	PRO-MET
CXCL3	C-X-C motif chemokine ligand 3	1.3	−1.47	PRO-INF	No Role	PRO-MET
CXCR2	C-X-C motif chemokine receptor 2	1.52	−1.19	PRO-INF	No Role	PRO-MET
DLEC1	deleted in lung and esophageal cancer 1	1.26	−1.45	No Role	No Role	No Role
EGR3	early growth response 3	1.4	−2.12	ANTI-INF	No Role	Anti-MET
EGR1	early growth response 1	1.57	−1.65	PRO-INF	ANTI-APOP	Anti-MET
GJA1	gap junction protein alpha 1	1.19	−1.19	PRO-INF	No Role	PRO-MET
HGF	hepatocyte growth factor	1.39	−1.35	PRO-INF	No Role	PRO-MET
HLA-DMA	major histocompatibility complex, class II, DM alpha	1.26	−1.45	No Role	No Role	No Role
ICOS	inducible T-cell costimulator	1.16	−1.28	PRO-INF	ANTI-APOP	No Role
IGFBP1	insulin-like growth factor binding protein 1	1.39	−1.41	PRO-INF	No Role	No Role
IKZF2	IKAROS family zinc finger 2	1.21	−1.27	PRO-INF	ANTI-APOP	No Role
IL7	interleukin 7	1.42	−1.22	PRO-INF	ANTI-APOP	No Role
IL9	interleukin 9	1.48	−1.41	PRO-INF	ANTI-APOP	No Role
IL11	interleukin 11	1.18	−1.42	PRO-INF	ANTI-APOP	PRO-MET
IL1B	interleukin 1 beta	1.59	−1.34	PRO-INF	ANTI-APOP	No Role
LTA	lymphotoxin alpha	1.43	−1.71	PRO-INF	No Role	Anti-MET
MMP2	matrix metallopeptidase 2	1.32	−1.24	PRO-INF	No Role	PRO-MET
MMP3	matrix metallopeptidase 3	2.48	−2.17	PRO-INF	No Role	PRO-MET
MMP13	matrix metallopeptidase 13	1.58	−1.73	PRO-INF	No Role	PRO-MET
NFATC2	nuclear factor of activated T-cells 2	1.18	−1.42	PRO-INF	ANTI-APOP	No Role
NKX2-1	NK2 homeobox 1	1.31	−1.99	ANTI-INF	No Role	No Role
PDCD1LG2	programmed cell death 1 ligand 2	1.29	−1.46	ANTI-INF	ANTI-APOP	No Role
PLAU	plasminogen activator, urokinase	1.38	−1.58	PRO-INF	No Role	No Role
PAX5	paired box 5	1.34	−2.34	No Role	No Role	No Role
S100A9	S100 calcium binding protein A9	1.58	−1.71	PRO-INF	No Role	PRO-MET
SERPINA1	serpin family A member 1	1.3	−1.47	PRO-INF	No Role	No Role
SMAD9	SMAD family member 9	1.23	−1.38	PRO/ANTI-INF	No Role	No Role
SNAI2	snail family transcriptional repressor 2	1.34	−1.12	PRO-INF	No Role	PRO-MET
TGFB1	transforming growth factor beta 1	1.22	−1.33	PRO-INF/ANTI-INF	ANTI-APOP	PRO-MET

Results are expressed as the mean SEM of two separate experiments.

**Table 2:** List of genes associated with inflammatory bowel disease.

Symbol	Entrez Gene Name	DSS vs. No DSS	DSS + TTI-101 vs. DSS
ALB	albumin	1.21	−1.31
ATP4B	ATPase H+/K+ transporting beta subunit	1.48	−2.2
BPI	bactericidal/permeability-increasing protein	1.15	−1.4
C19orf57	chromosome 19 open reading frame 57	1.38	−1.65
CCL17	C-C motif chemokine ligand 17	1.59	−1.55
CD80	CD80 molecule	1.21	−1.34
CRP	C-reactive protein	1.22	−1.25
CSF2RB	colony stimulating factor 2 receptor beta common subunit	1.85	−1.48
CXCL2	C-X-C motif chemokine ligand 2	1.91	−1.82
CXCL3	C-X-C motif chemokine ligand 3	1.3	−1.47
GABRB2	gamma-aminobutyric acid type A receptor beta2 subunit	1.24	−1.38
GABRR2	gamma-aminobutyric acid type A receptor rho2 subunit	1.28	−1.65
GABRR3	gamma-aminobutyric acid type A receptor rho3 subunit (gene/pseudogene)	1.27	−1.49
GIPR	gastric inhibitory polypeptide receptor	1.22	−1.56
GPER1	G protein-coupled estrogen receptor 1	1.38	−1.61
GRIN2D	glutamate ionotropic receptor NMDA type subunit 2D	1.35	−1.78
ICOSLG/LOC102723996	inducible T-cell costimulator ligand	1.26	−1.22
IL7	interleukin 7	1.42	−1.22
IL25	interleukin 25	1.44	−1.68
IL1B	interleukin 1 beta	1.59	−1.34
IL1RL1	interleukin 1 receptor like 1	1.24	−1.35
IL3RA	interleukin 3 receptor subunit alpha	1.43	−1.89
IRF5	interferon regulatory factor 5	1.21	−1.38
LTF	lactotransferrin	1.45	−1.59
LY6E	lymphocyte antigen 6 family member E	1.24	−1.33
MMP2	matrix metallopeptidase 2	1.32	−1.24
ORMDL3	ORMDL sphingolipid biosynthesis regulator 3	1.3	−1.69
PDCD1LG2	programmed cell death 1 ligand 2	1.29	−1.46
PPP2R2B	protein phosphatase 2 regulatory subunit Bbeta	1.17	−1.19
SLC24A4	solute carrier family 24 members 4	1.39	−1.47
SLC6A3	solute carrier family 6 members 3	1.12	−1.28
SLPI	secretory leukocyte peptidase inhibitor	1.78	−2.06
SNX20	sorting nexin 20	1.57	−2
TGFB1	transforming growth factor beta 1	1.22	−1.33
TNF	tumor necrosis factor	1.29	−1.43
TNFSF8	TNF superfamily member 8	1.42	−1.72
TREM1	triggering receptor expressed on myeloid cells 1	1.32	−1.31

Results are expressed as the mean SEM of two separate experiments.

## Data Availability

The array data has been uploaded onto the NCBI GEO database with accession number GSE117355.

How the deposited data were processed for this re-analysis (not part of the article)

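The data are gene expression arrays of colon RNA from 12 BALB/c mice, with 5 mice in the no DSS group, 4 in the DSS group and 3 in the DSS + TTI-101 group. The authors made the values in Transcriptome Analysis Console 4.0 by robust multiarray averaging (RMA), and deposited them as log2 signal per transcript cluster, as their processing notes and the paper state. Probe-level data were not analysed here. The deposited table holds 65956 transcript clusters on all 12 arrays, and each array was matched to its mouse by the sample labels. The labels name the drug C188-9 and the paper names it TTI-101, and the 2 names were taken to mean the same compound. Correlations between arrays were 0.882 to 0.994, and 0.40 to 2.92% of the transcript clusters had equal values on a pair of arrays, so no array was a copy of another.
Gene symbols came from the platform annotation. Of 32750 annotated transcript clusters, 30604 carried exactly 1 symbol and were used, and 2146 with several symbols and 33206 without one were left out of the gene tests. Of the symbols, 820 were updated to those of the RefSeq gene table of assembly GRCm38.p6, which also gave the gene classes and was used for nothing else. The genome build of the array annotation is not given in the sources used here, and no coordinates are reported. For the 355 genes with several transcript clusters, the cluster with the highest mean signal was taken. In 35 of them, clusters passed the test in opposite directions. This left 30142 genes, 19046 of them protein coding by RefSeq.
Tests were run in R 4.3.3 with limma 3.58.1. One linear model with the 3 groups was fitted to all genes, with moderated two-sided tests and Benjamini-Hochberg adjustment over all genes of a comparison. A gene passed at an adjusted p of at most 0.1, a p of at most 0.05 and a fold change of at least 1.1, which are the thresholds of the paper. The paper's restriction to coding and multiple complex genes present in all samples could not be repeated, since the locus types and presence calls were not used here. The 31 gene lists were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the 31 lists and a call at an adjusted p of at most 0.05. Counts of list members that passed are given over all genes and adjusted over the list alone. The p-values of the gene tests measure the spread between these mice. Those of camera also rest on the preset correlation, and no list was called with an estimated one. The arrays were clustered on the 500 genes with the highest variance among all genes, without the paper's basis in differentially expressed genes.
The lists were neutrophil, macrophage and monocyte, T cell, Th17 cell and IL-17 axis, B cell and plasma cell, mast cell and eosinophil, colonocyte, goblet cell, enteroendocrine and tuft cell, intestinal stem cell, cell cycle, fibroblast and extracellular matrix, smooth muscle, endothelial cell, enteric neuron and glia, red blood cell, pancreas and mesenteric fat, STAT3 targets and acute phase, cytokine and chemokine, interferon response, antigen presentation class II, apoptosis, ion and water transport, drug metabolism and detoxification, fatty acid oxidation and ketogenesis, oxidative phosphorylation, cytosolic ribosomal protein, tight junction and epithelial adhesion, housekeeping, genes of other organs, and chemosensory receptors. The lists, the tests of genes and lists, the thresholds, the rule for named genes and all alternatives other than 3 were set before the data were examined. These 3 were a test of RefSeq protein-coding genes alone, a fit without DSS arrays 2 and 4, which have the highest chemosensory receptor means, and a comparison of each list with random lists matched on mean signal. Of the tests of technical explanations, only the correlation of slopes in DSS vs no DSS and the splits of the arrays were set before the result was seen.
By the rule for named genes, the text draws on every gene that the paper names in its text as changed in the arrays. Of the paper's Tables 1 and 2 it takes the genes with the 4 largest and the 2 smallest changes in DSS vs no DSS. Of each comparison it takes genes among the 10 largest rises and the 10 largest falls that passed and whose groups did not overlap, without predicted, unnamed and small RNA symbols other than the 2 named. Of the lists it takes members among the 3 with the largest changes that passed, and it adds Stat3, Socs3, Il17a and Cd4. The values in the paper's tables were seen before this rule was written. Of the paper's table genes, Serpina1a of Table 1 and Csf2rb, Gper1, Il1rl1, Ormdl3 and Slpi of Table 2 had no transcript cluster of their own and were left out.
The alternatives were each comparison fitted on its 2 groups alone, a filter that kept the 19039 genes above the 95th percentile of the chemosensory receptor signal (log2 signal 2.91), cyclic loess, the chemosensory receptor mean of each array as a covariate, the replicate number as a block, tests of all transcript clusters, several clusters of a gene averaged, no adjustment of p, an adjusted p of at most 0.05, a variance trend with robust moderation, array weights, and each array left out in turn. For the clustering they were 2000 genes, all genes, 1 minus Pearson's r as the distance and the filter on dim genes, and for the lists an estimated correlation between genes. The overlap of the 2 comparisons that share the DSS arrays was also counted in 100 simulations and with the DSS arrays split 2 and 2. The procedure was tested on simulated data with 200 genes changed by known amounts, where 14, 18 and 21 of the other genes were called in DSS vs no DSS, DSS + TTI-101 vs DSS and DSS + TTI-101 vs no DSS. These data had independent genes and equal spread in the groups, so the counts do not give the error rate on the real arrays. The clinical, histological and protein measurements of the paper were not analysed here.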

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

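Of the tests in this part, the correlation of slopes was planned, and those on the share of chemosensory receptors, on small nucleolar and other short RNAs, on neutrophil genes and their list with the covariate, and the same correlation for the comparisons with TTI-101 were chosen only after the result was seen.
Fabp2, a marker of absorptive epithelium that the paper does not discuss, fell by 5.27 on the log2 scale in DSS vs no DSS (SE 0.24, adjusted p = 2.92e-07 from limma), the largest change of any gene named here. Ly6g, a neutrophil marker also not discussed in the paper, was higher by 3.57 in DSS + TTI-101 than in no DSS, with means of 4.76 ± 1.33 (SD, n = 5), 7.45 ± 1.81 (SD, n = 4) and 8.33 ± 0.77 (SD, n = 3) in no DSS, DSS and DSS + TTI-101. S100a8, another neutrophil gene, had means of 1.91 ± 0.25, 3.43 ± 0.38 and 1.92 ± 0.29 in the same order. Both genes drew attention as changes outside those the paper reports.
Single mice stood apart from their group by Dixon's test of the gap to the nearest value. Adgrg7 was at a log2 signal of 5.39 in no DSS replicate 4, where the other 4 mice had 6.29 to 6.65, and Slc26a3 at 5.62 in the same mouse, where the others had 7.38 to 7.83. Borcs6 was at 6.16 in no DSS replicate 3 (others 5.87 to 5.93), Hadh at 5.95 in no DSS replicate 5 (others 6.21 to 6.30), and Cyp2c55 at 3.80 in DSS replicate 1 (others 2.80 to 2.94). Chance gives about 1 in 20 groups of this kind, which is 10.1 of the 202 tested, and 5 were found.
The genes that rose with DSS and fell with TTI-101 were mostly dim, and 437 of 1752 chemosensory receptor genes, which the paper does not discuss, rose with DSS. The share of these receptors that passed in both comparisons was 2.24 times that of all genes (2.235), but this restates that the receptors rose, so it leaves a change in the transcripts of the dim genes themselves open. A narrower signal range of the DSS arrays remains a possible explanation. Among the 5 no DSS arrays, the slope of each gene on the chemosensory receptor mean correlated with its change in DSS vs no DSS at r = 0.277 over 28390 genes that are not independent (0.221 without no DSS replicate 4 to 0.282 without no DSS replicate 2), between the 0.1 and 0.3 that would have decided it. The same slopes correlated with the change in DSS + TTI-101 vs DSS, which uses none of those 5 arrays, at r = -0.707 (-0.709 without no DSS replicate 2 to -0.519 without no DSS replicate 4), and with that in DSS + TTI-101 vs no DSS at r = -0.677. These values go with a difference in range for the comparisons with TTI-101. With the value for DSS undecided, range and group cannot be told apart for the genes that passed in both, since the chemosensory receptor mean differs between the groups, and an effect of DSS or TTI-101 on some of them stays open.
Small nucleolar RNAs, which guide the modification of ribosomal RNA and are not discussed in the paper, were lower with DSS, with 344 of 955 lower and 38 higher. Their median of -0.17 (-0.169) lay below all 10000 lists matched on mean signal (0.03 to 0.093), which argues against a narrower signal range as the cause, and it was -0.24 after cyclic loess and -0.27 with the chemosensory receptor mean as a covariate. For a loss of all short RNAs from the DSS samples, the microRNA features were set against matched lists. Their median of 0.18 (600 genes) was 0.096 above that of these lists. Their median log2 signal was 2.555, under the 2.91 of the 95th percentile of the chemosensory receptor genes. Features this dim cannot decide that explanation, which stays open. Small nuclear RNA features, at a median signal of 3.43, had a median change of 0.095, above all 10000 matched lists (-0.018 to 0.054). With 190 of 914 higher and 204 lower, this class did not fall as a whole, though some members did. Ribosomal RNA features fell as the small nucleolar RNAs did, with 60 of 62 lower and a median of -2.69. The strongest fall was that of Snord110 (-5.12, SE 0.22, adjusted p = 1.89e-07), and an effect of DSS on the tissue or on the recovery and labelling of these RNAs stays open, as neither was tested.
Neutrophil genes rose with DSS while dim genes as a class also read higher. With the chemosensory receptor mean as a covariate, 5 members of the list still passed (S100a8, S100a9, Cxcr2, Ly6g and Trem1, with Trem1 named after its values were seen), where 7 passed without it. The rises of S100a8 (1.66), S100a9 (0.84), Cxcr2 (0.61) and Ly6g (3.82) did not shrink with the covariate. That of Trem1 went from 0.415 to 0.349. These 5 genes were picked by their result, however. With the covariate, 74 of the 1752 chemosensory receptor genes also passed as higher and 72 as lower, and 2152 genes in all were higher. Passing with it therefore does not decide whether a narrower signal range is the cause for these 5 genes. Retnlg, also named after its values were seen, and Ltf no longer passed, and Mmp9 went from 0.35 (SE 0.14) to -0.04 (SE 0.083). For the list as a whole, the median went from 0.28 to 0.01 (0.013) and camera no longer called it (adjusted p = 0.0537), so range and group cannot be told apart there, since a p near the threshold decides neither way. It also stays open how much of the size of each change comes from the range. With the covariate the falls of S100a8 (-1.75, SE 0.37), S100a9 (-1.01, SE 0.38) and Cxcr2 (-0.32, SE 0.15) with TTI-101 did not pass, with about the same size and a wider error.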

How the results depend on the processing

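The tests of protein-coding genes alone and without DSS arrays 2 and 4 were chosen only after the result was seen. What caused each move was not tested.
In DSS vs no DSS, the 3728 genes that rose became 2455 when each comparison was fitted on its 2 groups, 2083 with the filter on dim genes, 2152 with the chemosensory receptor mean as a covariate, 2086 at an adjusted p of at most 0.05, 2002 with protein-coding genes alone and 1675 without DSS arrays 2 and 4. The 3784 that fell became 2029 with protein-coding genes alone and 2339 without DSS arrays 2 and 4. With TTI-101 against DSS, the 6697 that rose became 21 with the covariate. The 13582 that fell became 6588 with the filter, 6537 with cyclic loess, 5 with the covariate, 8833 with protein-coding genes alone and 8185 without DSS arrays 2 and 4. For TTI-101 against no DSS, the 4645 that rose became 2196 with the covariate. The 8736 that fell became 4406 with cyclic loess, 2660 with the covariate, 4679 with the replicate number as a block and 5579 at an adjusted p of at most 0.05. The block pairs mice that share only a number: the residuals of the 10 pairs correlated at -0.132 to 0.559 (median 0.0665, 5 pairs over 0.1), and those of 37 other pairs at a median of -0.026.
The 3302 genes higher with DSS and lower with TTI-101 became 2076 when each comparison was fitted on its 2 groups, 1742 with the filter, 5 with the covariate, 1815 at an adjusted p of at most 0.05, 1821 with protein-coding genes alone, 948 without DSS arrays 2 and 4, and a median of 1080 with the DSS arrays split. Cyclic loess gave 2461, of which 1804 were among the 3302. The 2424 genes lower with DSS and higher with TTI-101 became 17 with the covariate, 1387 with protein-coding genes alone, 1055 without DSS arrays 2 and 4, and a median of 1169 with the DSS arrays split. In the order 2 groups, filter, cyclic loess, covariate, adjusted p of at most 0.05 and without DSS arrays 2 and 4, the 32 genes of Table 1 became 20, 21, 21, 0, 18 and 13, and the 31 of Table 2 became 19, 19, 19, 0, 17 and 6 (limma; with the covariate 8 and 5 at a p of at most 0.05 without adjustment). The 7 genes of neoplasm protection became 2 with cyclic loess, 1 with the covariate and 2 without DSS arrays 2 and 4.
With each array left out in turn, the counts of genes higher and lower ranged from 2033 to 6201 and 2761 to 4752 in DSS vs no DSS, from 6052 to 6887 and 10963 to 14536 in DSS + TTI-101 vs DSS, and from 3131 to 5006 and 4132 to 10337 in DSS + TTI-101 vs no DSS. The overlaps ranged from 1782 to 5743 and from 1627 to 3482, Table 1 from 17 to 32, Table 2 from 13 to 31 and neoplasm protection from 4 to 7. The share of variance between groups ranged from 70.6 to 78.7%. The ratio of the distances of DSS to no DSS and to DSS + TTI-101 ranged from 0.927 to 1.175, and was 0.841 with 2000 genes, 0.779 with all genes and 1.427 with 1 minus Pearson's r, against 1.022.
Of the 31 lists, 15, 18 and 19 were called in the 3 comparisons. With an estimated correlation in camera these were 0, 0 and 0 (2, 2 and 0 at a p of at most 0.05 without adjustment), with the covariate 9, 10 and 8, with cyclic loess 11 in DSS + TTI-101 vs DSS and 6 in DSS + TTI-101 vs no DSS, and with the filter 12 in DSS + TTI-101 vs no DSS.
Over 3396 values of 149 gene changes under the alternatives, 3034 kept their call, 332 no longer passed, 10 passed newly (Socs3 in DSS vs no DSS with the block, at 0.40, adjusted p = 0.0702, among them) and 20 turned in direction. In DSS + TTI-101 vs DSS with the covariate, those that turned were Acta2 (-0.70), Actb (-0.053), Actg2 (-1.11), Ccl17 (0.31), Cnn1 (-1.34), Ctla4 (0.11), Cxcl3 (0.079), Gstm1 (-0.26), Muc3 (-1.43), Ndufa4 (-0.21), Ogn (-0.40), Slc26a3 (-1.14), Stat3 (-0.17) and Vegfa (-0.089). With cyclic loess they were Cxcr2 (0.025), Gja1 (0.025), Il7 (0.029), Stat3 (-0.014) and Vegfa (-0.48), and Vegfa in DSS vs no DSS (0.0051).
Of the lists called with or without an alternative, those whose camera test turned in direction are given here with their medians. Lists called in neither also turned, and the medians of some further lists crossed 0. In DSS vs no DSS those called were tight junction 0.22 with cyclic loess, and with the covariate colonocyte 0.31, goblet 0.55, smooth muscle 0.85, ion and water transport 0.14, tight junction 0.092 and housekeeping 0.16. Those of DSS + TTI-101 vs DSS were fibroblast -0.28, STAT3 targets -0.21 and tight junction 0.008 with cyclic loess, and with the covariate colonocyte -0.23, goblet -0.57, fibroblast -0.31, smooth muscle -0.96, enteric neuron and glia -0.14, ion and water transport -0.21 and tight junction -0.028. Those of DSS + TTI-101 vs no DSS were smooth muscle -0.098, drug metabolism -0.049 and chemosensory 0.001 with the covariate. The covariate is the mean of the chemosensory genes, so the value near 0 of that list is set by the fit and its turn has no meaning.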

Differences from the paper's values

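Of the settings in this part, protein-coding genes alone and without DSS arrays 2 and 4 were chosen only after the result was seen.
The paper gives 968 genes higher with DSS and lower with TTI-101, against 3302 here at the same thresholds but without its restriction to coding and multiple complex genes present in all samples. Of the alternatives set before the data were examined, only the DSS arrays split 2 and 2 came within 1.5 times of the paper's number, with a median of 1080 (647 to 4720 over 6 splits) and a median of 11 genes of Table 1 (6 to 25). The closest others were 1742 with the filter on dim genes, 1782 without no DSS replicate 1, 1798 without DSS replicate 4, 1804 without no DSS replicate 3 and 1815 at an adjusted p of at most 0.05, and the covariate gave 5. The fit without DSS arrays 2 and 4 gave 948, but it was chosen after seeing the values and drops 21 of the paper's 34 measured genes of Table 1 and 26 of the 32 of Table 2.
For genes lower with DSS and higher with TTI-101 the paper gives 1422, against 2424 here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were the DSS arrays split 2 and 2 (median 1169, 948 to 3790 over 6 splits), each comparison fitted on its 2 groups (1973), cyclic loess (1904), an adjusted p of at most 0.05 (1736), and the fits without DSS replicate 2 (1775) or 4 (1627), no DSS replicate 1 (1752), 2 (1936), 3 (1761) or 5 (2087) or DSS + TTI-101 replicate 1 (2051) or 2 (2052). Those that were not were the filter on dim genes (2479), the covariate (17), the block (2406), all transcript clusters (2310), averaged clusters (2410), no adjustment (2892), a variance trend (2314), array weights (2535), and the fits without DSS replicate 1 (2460) or 3 (3482), no DSS replicate 4 (2944) or DSS + TTI-101 replicate 3 (2244). Protein-coding genes alone gave 1387 and the fit without DSS arrays 2 and 4 gave 1055. These were chosen after seeing the values, and of the 7 neoplasm-protection genes of the paper the first drops 0 and the second 5.
Fold changes of 57 table genes were compared, and all had the paper's direction in both comparisons. In DSS vs no DSS 53 of them, and in DSS + TTI-101 vs DSS 50, lay within 1.1 times of the paper's value. For Cxcl2 the paper gives a fold change of 1.91 in DSS vs no DSS, against 1.32 here (1.325), and -1.82 in DSS + TTI-101 vs DSS, against -1.45, and both differ under every alternative set before the data were examined. For Cxcl3 the paper gives -1.47 in DSS + TTI-101 vs DSS, against -1.23. It differs under those alternatives except cyclic loess (-1.36) and the fit without DSS replicate 3 (-1.30).
The paper lists Cxcl3 and Egr3 as higher with DSS, and neither passed here (adjusted p = 0.181 and 0.109 from limma). Both had the paper's direction. Cxcl3 passed with cyclic loess (adjusted p = 0.0744) and without DSS replicate 3 (adjusted p = 0.0507). Egr3 passed with cyclic loess (adjusted p = 0.0754), with averaged clusters (adjusted p = 0.023), and without DSS replicate 1 (adjusted p = 0.0726) or 3 (adjusted p = 0.026), and the count for Table 1 was 33 with no adjustment of p.
The paper describes the most variable genes, based on differentially expressed genes, as separating the 3 groups. In the re-analysis the most variable genes were taken from all genes, without a restriction to differentially expressed or coding genes. The gene sets therefore need not be the same, which limits the comparison of both the clusters and the distances with the paper. Here the share of variance between groups was 72.4%, but a division into 3 clusters placed DSS replicates 1 and 3 with the DSS + TTI-101 arrays. The paper ranks the separation of DSS from no DSS above that of DSS from DSS + TTI-101. The ratio of the 2 distances was 1.02 here, less than the spread between pairs of arrays, and it was 0.841 with 2000 genes, 0.927 to 1.18 with each array left out in turn and 1.43 with 1 minus Pearson's r.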

Other observations

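In this part, genes given as the members of a count of 5 or fewer were chosen only after their values were seen, as was the comparison with lists matched on signal.
In the main fit, the transcript of the drug's target read higher in treated mice than in the other groups. Stat3 was higher by 0.54 on the log2 scale in DSS + TTI-101 than in DSS (SE 0.20, 3 against 4 mice, adjusted p = 0.0304 from limma), but this was -0.01 after cyclic loess and -0.17 with the chemosensory receptor mean as a covariate, and did not pass without DSS + TTI-101 replicate 3 (adjusted p = 0.0822). Against no DSS it was higher by 0.68 (SE 0.19, adjusted p = 0.0203; 0.36, adjusted p = 0.174 with the covariate). In DSS vs no DSS it was at 0.13 (SE 0.17, adjusted p = 0.613), and passed after cyclic loess (0.44, adjusted p = 0.0197), with the covariate (0.53, adjusted p = 0.0507) and without DSS arrays 2 and 4 (0.46, adjusted p = 0.0676). Socs3, a feedback inhibitor that STAT3 induces, was at 0.30 with DSS (SE 0.18, adjusted p = 0.257), where it passed with the replicate number as a block. With TTI-101 it fell by 0.89 (SE 0.20, adjusted p = 0.00423), and was at -0.24 with the covariate (adjusted p = 0.789). Of 37 genes in the list of STAT3 targets and acute phase, 7 rose and 3 (Mcl1, Pim1 and Vegfa) fell with DSS (7 and 3 adjusted over the list alone; adjusted p = 0.186 from camera), and their median of 0.11 turned to -0.05 with the covariate. After cyclic loess 11 rose and none fell with DSS, and the list was called (median 0.17, adjusted p = 0.004). With TTI-101, 13 fell and 7 rose (13 and 7 adjusted over the list alone), with a median of -0.12, a mean of 0.04 and a camera test in the direction of the mean (adjusted p = 0.967), while after cyclic loess 13 fell and 4 rose and the list was called as lower (median -0.21, adjusted p = 0.0371). The arrays measure transcripts, and neither STAT3 protein nor its phosphorylation. For the protein the paper reports total STAT3 raised by DSS and lowered by TTI-101. The Stat3 transcript had the same sign with DSS, though it did not pass in the main fit. With TTI-101 the transcript went the other way in the main fit, but not after cyclic loess or with the covariate.
B cell and plasma cell genes were lower in treated mice than in mice on plain water. Of 18 B cell and plasma cell genes, 14 fell and 2 (Xbp1 and Pigr) rose in DSS + TTI-101 vs no DSS (14 and 2 adjusted over the list alone; median -0.43, adjusted p = 0.0206 from camera, and adjusted p = 0.641 with an estimated correlation). Jchain, which joins immunoglobulin A dimers, had already fallen by 0.80 with DSS (SE 0.12, adjusted p = 0.00112). Of 16 T cell genes, 6 fell and none rose in DSS + TTI-101 vs no DSS (6 adjusted over the list alone; adjusted p = 0.0422, and adjusted p = 0.754 with an estimated correlation), but their median of -0.21 lay at percentile 39.8 of lists matched on signal and was -0.04 after cyclic loess. The next 3 results compare DSS + TTI-101 with DSS. Il17a, the cytokine of Th17 cells, was at 0.14 with DSS (SE 0.15, adjusted p = 0.517) and fell by 0.60 with TTI-101 (SE 0.17, adjusted p = 0.0107). Cd4, the marker of helper T cells, was at 0.19 with DSS (SE 0.13, adjusted p = 0.32) and fell by 0.42 with TTI-101 (SE 0.15, adjusted p = 0.0285), but did not pass without DSS + TTI-101 replicate 2 (adjusted p = 0.087) or after cyclic loess (-0.13, adjusted p = 0.428). Neither fall passed with the covariate. Of 19 genes of Th17 cells, 11 fell and 2 (Il17rc and Maf) rose with TTI-101 (11 and 2 adjusted over the list alone; adjusted p = 0.435), and their median of -0.31 turned to 0.00 under both scalings.
Interferon response genes were higher with TTI-101 than in DSS, with 10 of 26 that rose and 2 (Ifit3 and Cxcl10) that fell (10 and 2 adjusted over the list alone; median 0.28, adjusted p = 0.0269 from camera, and adjusted p = 0.649 with an estimated correlation). Of 24 apoptosis genes, 9 rose and 5 (Bcl2a1d, Bad, Bbc3, Pmaip1 and Bcl2l11) fell (9 and 5 adjusted over the list alone; median 0.06, adjusted p = 0.0489, and adjusted p = 0.585 with an estimated correlation). Of 15 mast cell and eosinophil genes, 13 fell and 1 (Kit) rose (13 and 1 adjusted over the list alone; adjusted p = 0.0361, and adjusted p = 0.631 with an estimated correlation), and their median of -0.38 turned to 0.01 with the covariate. Of 18 goblet cell genes, 10 rose and 4 (Spdef, Ang4, Tff1 and B3gnt6) fell (10 and 4 adjusted over the list alone; adjusted p = 0.0136, and adjusted p = 0.585 with an estimated correlation), and their median of 1.22 turned to -0.57 with the covariate. Of 17 housekeeping genes, 16 rose and none fell (16 adjusted over the list alone; median 1.24, adjusted p = 6.64e-09, and adjusted p = 0.415 with an estimated correlation). Among them B2m rose by 2.79 (SE 0.53, adjusted p = 0.00206 from limma) and Actb by 1.84 (SE 0.40, adjusted p = 0.00348). With the covariate B2m was at 0.58 (adjusted p = 0.747) and Actb at -0.05, and neither passed. Of 45 genes of other organs, such as the eye, testis and pituitary, 41 fell and none rose (41 adjusted over the list alone; median -0.55, adjusted p = 1.34e-06, and adjusted p = 0.585 with an estimated correlation).
In DSS + TTI-101 vs DSS, the B cell and plasma cell list (median -0.455, adjusted p = 0.135 from camera) and the cell cycle list (-0.142, adjusted p = 0.967) were not called. Other lists were not called there either. These were macrophage and monocyte (median -0.08, and 0.09 after cyclic loess, adjusted p = 0.672 from camera), enteroendocrine and tuft cell (-0.34, adjusted p = 0.314), intestinal stem cell (-0.35, adjusted p = 0.661), enteric neuron and glia (0.05, and -0.14 with the covariate, adjusted p = 0.156), red blood cell (-0.45, adjusted p = 0.115), pancreas and mesenteric fat (-0.36, adjusted p = 0.12), and antigen presentation class II (-0.18, and 0.07 with the covariate, adjusted p = 0.661). The fibroblast and extracellular matrix list had a median of -0.01 and a mean of 0.16 (adjusted p = 0.513), and the endothelial list a median of -0.05 that was above 0 under both scalings (adjusted p = 0.508). In DSS vs no DSS, 2 of 18 endothelial genes (Emcn and Plvap) rose and none fell (1 adjusted over the list alone; median 0.16, adjusted p = 0.0165, and adjusted p = 0.537 with an estimated correlation).
Set against random lists matched on mean signal, the median of the cytokine and chemokine list in DSS vs no DSS lay at percentile 100, that of the neutrophil list at 99.95, that of the colonocyte list at 32.2 and that of the ribosomal protein list at 18.1. In DSS + TTI-101 vs DSS, the colonocyte list lay at percentile 99.99, the neutrophil list at 0.20, the cytokine list at 6.13 and oxidative phosphorylation at 94.7. The T cell list lay at percentile 97.2 in DSS vs no DSS and at 4.3 in DSS + TTI-101 vs DSS, less far out than the neutrophil list in both. The falls of the colonocyte and ribosomal protein genes with DSS were thus within the range of other genes of their brightness.
Other assignments of the same arrays to groups were tested. In DSS vs no DSS, 7512 genes passed. Of the 126 splits of the 9 arrays 100 were drawn, and 4 of these, the real one included, gave as many. That share is under the 0.05 set in advance, but the splits left out of the draw could move it, so chance is not excluded. The highest of the 3 other splits with as many, DSS replicates 1, 2 and 4 with no DSS replicate 4, gave 12884 genes, which points to a structure of the arrays other than their groups. In DSS + TTI-101 vs DSS, 20279 genes passed, and 1 of 35 splits, the real one, gave as many, the smallest share that 35 splits allow. The highest other split set DSS replicates 1, 2 and 4 against the 3 treated mice and DSS replicate 3, and gave 19786 genes, so the arrays also part along DSS replicate 3. In DSS + TTI-101 vs no DSS, 13381 genes passed, and 1 of 56 splits, the real one, gave as many, again the smallest share possible. The highest other split gave 9859 genes.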
